# Cerebrum, liver, and muscle regulatory networks uncover maternal nutrition effects in developmental programming of beef cattle during early pregnancy

**DOI:** 10.1038/s41598-021-82156-w

**Published:** 2021-02-02

**Authors:** Wellison J. S. Diniz, Matthew S. Crouse, Robert A. Cushman, Kyle J. McLean, Joel S. Caton, Carl R. Dahlen, Lawrence P. Reynolds, Alison K. Ward

**Keywords:** Gene expression profiling, Transcriptomics

## Abstract

The molecular basis underlying fetal programming in response to maternal nutrition remains unclear. Herein, we investigated the regulatory relationships between genes in fetal cerebrum, liver, and muscle tissues to shed light on the putative mechanisms that underlie the effects of early maternal nutrient restriction on bovine developmental programming. To this end, cerebrum, liver, and muscle gene expression were measured with RNA-Seq in 14 fetuses collected on day 50 of gestation from dams fed a diet initiated at breeding to either achieve 60% (RES, n = 7) or 100% (CON, n = 7) of energy requirements. To build a tissue-to-tissue gene network, we prioritized tissue-specific genes, transcription factors, and differentially expressed genes. Furthermore, we built condition-specific networks to identify differentially co-expressed or connected genes. Nutrient restriction led to differential tissue regulation between the treatments. Myogenic factors differentially regulated by *ZBTB33* and *ZNF131* may negatively affect myogenesis. Additionally, nutrient-sensing pathways, such as mTOR and PI3K/Akt, were affected by gene expression changes in response to nutrient restriction. By unveiling the network properties, we identified major regulators driving gene expression. However, further research is still needed to determine the impact of early maternal nutrition and strategic supplementation on pre- and post-natal performance.

## Introduction

The relevance of optimal maternal nutrient supply in the periconception period and during pregnancy has received close attention due to growing evidence showing its impact on offspring development^1–3^. Imbalance in the availability of uterine-derived histotroph^4^ as well as placental nutrient supply, either by overfeeding or underfeeding, leads the fetus to physiological and metabolic changes with long-term consequences^5–7^. Nutritional insults affect energy partitioning among metabolically active target tissues, such as the liver and muscle^8^, affecting economic traits such as lactation, reproduction, meat quality, body composition, and carcass weight^5,9,10^. These adverse long-term consequences could decrease the livestock industry’s profitability as the negative performance may be epigenetically inherited across generations^11^.

The brain, liver, and muscle tissues have different priorities in nutrient partitioning when limited resources are available, affecting their development and functionality^8,12^. The liver plays a key role in body energy metabolism^13^, whereas the brain, by regulating liver metabolism, prioritizes its own glucose needs over those of other tissues^14^. Thus, with restricted energy availability, more glucose is allocated for the functioning of the central nervous system^14^, potentially impairing muscle development and reducing muscle mass^12^. Reduced number of myofibers and liver sizes have been reported in nutrient restricted sheep fetuses and adults, respectively^15,16^. Furthermore, intrauterine growth restricted bovine fetuses showed increased brain weight as a percentage of fetal body weight in response to early maternal undernutrition^6^. Altogether, the nutritional regulation of fetal programming underlies a complex genomic regulatory network that modulates gene expression and leads to changes in tissue structure and function^2,3,8^. Differences in gene expression patterns and regulation of epigenetic mechanisms were reported as underlying the tissue-specific metabolic changes observed in nutrient restricted offspring^1,15–17^.

Previously, our group showed that the exposure of pregnant cows to a nutritional insult in early pregnancy changed fetal liver, cerebrum, and muscle gene expression profiles, suggesting a possible compensatory growth in response to reduced nutrient availability^17^. Likewise, candidate genes involved with myogenesis, muscle differentiation, and hepatic metabolism were reported as differentially expressed as a consequence of maternal nutrition^1,15,18^. Despite the knowledge provided by differential expression analysis, this approach does not consider the multiple interactions involved with gene expression regulation^19^ that are central to phenotype determination. To overcome this limitation, gene networks can be used successfully as a complementary framework to untangle the mechanisms and unravel the effects of maternal nutrition on fetal programming^8^. By measuring gene co-expression similarity, we can capture the relationship among genes across experimental conditions or tissue types and decipher the biologically-related gene functions^19–21^. Furthermore, we can assess the network ‘rewiring’ and the differences in gene–gene interactions driving changes in gene expression in response to external stimuli^20,22^.

Although we have a growing understanding of the molecular and physiological basis of fetal programming, it is still unclear to the extent these differences can be attributed to the coordinated function of genes and the regulation of specific pathways. Therefore, we hypothesized that maternal nutrient restriction from breeding to day 50 of gestation would negatively affect fetal cerebrum, liver, and muscle development and function through differential gene regulation. Herein, by measuring the gene–gene interactions, we uncovered the regulatory interplay between genes and showed that these fetal tissues were differentially regulated in response to maternal nutrition.

## Results

We applied tissue-to-tissue and tissue condition-specific co-expression network approaches to infer the regulatory relationships between genes and to shed light on the putative mechanisms underlying the effects of early maternal nutrient restriction on bovine developmental programming (Fig. 1). 

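The data were RNA-Seq read counts from 42 libraries, 1 each of the cerebrum, the liver and the hind limb muscle of 14 fetuses at day 50 of gestation. The dams of 7 fetuses received 100% of the energy requirement (CON), and the dams of the other 7 received 60% of the CON intake (RES). The CON group had 6 male fetuses and 1 female, and the RES group had 5 males and 2 females. The authors mapped the reads to the bovine reference genome with STAR and deposited the number of reads counted on each gene, without normalization. These values covered 22,664 genes, listed by their Ensembl identifiers without symbols or positions, and every gene had at least 1 count in some library. Symbols came from the paper's supplementary tables, which name 5,532 of these genes. The libraries held between 4,145,093 and 12,741,299 counts. Genes with a CPM below 1 in at least 80% of the libraries of a tissue were left out of that tissue, which kept 15,151 genes in the cerebrum, 13,527 in the liver and 14,947 in muscle. Correlations between genes were computed on values from DESeq2's variance stabilizing transformation (VST), on a log2 scale, fitted with fetal sex and diet. Before these correlations, the 20% of genes with the lowest ratio of variance to mean were removed. The labels of the libraries give the tissue, the diet, the fetal sex and the number of the animal, and no sequencing batch, so no relation was recomputed within batches.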

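With edgeR's quasi-likelihood test on TMM-normalized counts and fetal sex as a covariate, 0 genes differed between RES and CON at an adjusted *p* under 0.05 in the cerebrum, 0 in the liver, and 0 in muscle. An unadjusted *p* under 0.05 was found for 386 genes in the cerebrum, 3,260 in the liver and 1,481 in muscle. The lowest adjusted *p* was 0.999 in the cerebrum, 0.184 in the liver and 0.457 in muscle. DESeq2's Wald test gave 78 genes in the liver (43 higher and 35 lower in RES), 14 in muscle (5 higher and 9 lower), and 0 in the cerebrum, where 334 had an unadjusted *p* under 0.05. The genes listed as DEG in the paper's supplementary tables were also looked at alone. Of these, 25 in the cerebrum, 187 in the liver and 137 in muscle passed the filter on low counts. An unadjusted *p* under 0.05 in the edgeR test was found for 23 of the 25, 173 of the 187 and 18 of the 137. Adjusted over the list alone, 23, 172 and 4 genes kept a value under 0.05, in lists that the earlier study had chosen on the same fetuses. The estimate was higher in RES for 24 of the cerebrum genes, 182 of the liver genes and 63 of the muscle genes. Without RES fetus 1, 4 of the 23 cerebrum genes and 110 of the 173 liver genes kept an unadjusted *p* under 0.05. Without any other fetus, at least 19 and 153 did.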

Previously, Crouse et al.^17^ reported 373 differentially expressed genes (DEG) from fetal liver (*n* = 201), muscle (*n* = 144), and cerebrum (*n* = 28) by contrasting control (CON, *n* = 7) and nutrient restricted (RES, *n* = 7) groups. Herein, we report significant differentially connected and differentially co-expressed genes in 50-day fetuses. Likewise, we identified putative regulators driving the differential gene expression between the groups and the over-represented biological pathways.

**Figure 1:**
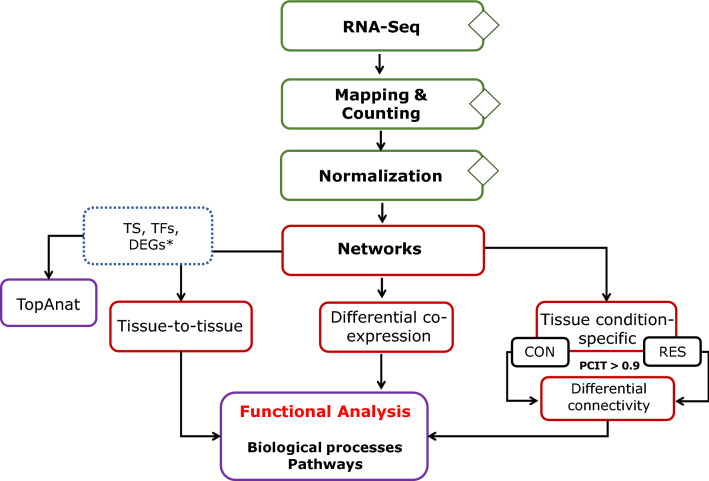
Bioinformatics workflow of the multi-tissue RNA-Seq-based gene co-expression network. TS—tissue-specific genes; *DEGs—differentially expressed genes^17^; TFs—transcription factors; CON—control; RES—restricted.

### RNA sequencing data analysis

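The deposited counts were set against the reads that the supplementary tables list as aligned in each library. Reads counted on genes made up on average 61.5% of the aligned reads in the cerebrum (lowest 54.7%, highest 72.2%), 81.8% in the liver (76.3% to 90.4%), and 68.7% in muscle (66.0% to 73.0%).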

After quality control, on average, 92.8%, 89.9%, and 93.0% of unique reads from the cerebrum, liver, and muscle tissues, respectively, were mapped to the reference genome. 

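The median number of counts per library in the cerebrum was 5,867,977 in CON and 5,198,229 in RES. In the liver it was 7,510,070 in CON and 8,973,933 in RES, and in muscle 6,209,523 in CON and 6,733,789 in RES.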

A summary of sequencing throughput and mapping rates per sample and tissue is reported in Tables S1, S2, and S3. Mapped reads saturation plot showed that, on average, 92% of the genes were identified, supporting an adequate read-depth per tissue in the current study (Figure S1). 

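At least 1 count was found for 17,289.5 genes per library in the cerebrum on average (lowest 16,718, highest 17,938), 16,303 in the liver (14,942 to 17,285) and 17,600 in muscle (17,226 to 17,984). The 10 genes with most counts in a library took 6.59% of its counts on average in the cerebrum (4.44% to 15.1%), 35.4% in the liver (25.3% to 70.2%), and 6.60% in muscle (5.32% to 7.36%). In the liver, the 12 genes of the mitochondrial genome that could be named took from 4.04% to 67.7% of the counts, with a mean of 12.6% ± 14.9 (SD, *n* = 7) in CON and 24.7% ± 22.1 (SD, *n* = 7) in RES (exact permutation test of the difference of means, two-sided, *p* = 0.280).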

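Across all 42 libraries, 15,972 genes remained after leaving out those with a CPM below 1 in at least 80% of the libraries. A stricter filter, which asked for a CPM of at least 1 in at least 80% of the libraries, left 11,269 genes. On the VST values of the 15,972 genes, fitted with sex, tissue and diet, the first principal component held 63.4% of the variance and the second 23.1%. On the 500 most variable genes, these shares were 76.2% and 20.7%.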

The multi-tissue normalization approach (*see **Methods*) identified 17,164 genes out of 27,607 reported on the *Ensembl* annotation file that were clustered by tissue, as shown in Figure S2.

### Tissue-specific genes

Based on the Tau index^23^, we identified 553 tissue-specific (TS) genes (τ ≥ 0.8). 

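For the Tau index, the mean VST value of each gene in each tissue (*n* = 14 libraries) was put into 10 bins that held equal numbers of genes. With these bins set within each tissue, τ was at least 0.8 for 648 of the 15,972 genes. The choice of bins moved this count most. On means that were not binned, 0 genes reached τ of 0.8, and with bins set over the 3 tissues together, 607 did, 568 of them among the 648. Unbinned VST values have a floor above 0, such as 2.82 for *MYOG*, which lowers τ.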

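By the tissue of highest expression, 405 of the 648 genes were assigned to the liver, 147 to the cerebrum and 96 to muscle. Of the genes that the supplementary tables list as TS, τ was at least 0.8 here for 328 of 363 in the liver, 98 of 111 in the cerebrum and 68 of 79 in muscle. Under the stricter filter on low counts, 263 genes reached this threshold, of which 6 were among the 648.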

The liver (*n* = 363) and cerebrum (*n* = 111) expressed the greatest number of TS genes, followed by muscle (*n* = 79) (Fig. 2A). 

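The highest τ reached in each tissue was 0.9, the largest value that 10 bins allow. It was shared by 4 genes of the cerebrum, 73 of the liver and 8 of muscle. *NEUROD6* (ENSBTAG00000000558) had a mean VST value of 9.40 ± 1.19 (SD, *n* = 14) in the cerebrum, against 2.92 ± 0.27 in the liver and 3.20 ± 0.46 in muscle. *PFKFB1* (ENSBTAG00000000172) had 9.74 ± 0.88 (SD, *n* = 14) in the liver, against 3.08 ± 0.32 in the cerebrum and 3.36 ± 0.35 in muscle. *MYOG* (ENSBTAG00000006030) had 9.44 ± 0.95 (SD, *n* = 14) in muscle, against 3.22 ± 0.79 in the cerebrum and 2.95 ± 0.27 in the liver.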

The *NEUROD6*, *PFKFB*, and *MYOG* genes were amongst the TS genes with the greatest τ values for the cerebrum, liver, and muscle, respectively. Furthermore, 19 and 15 TS genes were reported as differentially expressed for the liver and muscle. 

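Among the 648 genes, 22 of those assigned to the liver, 18 of those assigned to muscle and 0 of those assigned to the cerebrum were in the paper's DEG list of the same tissue.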

To support our approach, we carried out a tissue over-representation analysis. As expected, the genes were indeed over-represented for the tissues where they are preferentially expressed [prefrontal cortex, adjusted *p-value* (*adj.pvalue*) = 4.59 E−10; liver, *adj.pvalue* = 4.58E−05; and skeletal muscle, *adj.pvalue* = 2.11 E−05]. Additionally, gene ontology (GO) terms highlighted biological processes such as forebrain development (*adj.pvalue* = 2.26E−21), hemostasis (*adj.pvalue* = 1.68E−16), and muscle organ development (*adj.pvalue* = 1.55E−21). The over-represented Uberon ontology terms, the directed acyclic graphic, and the GO terms are reported in Tables S1, S2, and S3.

**Figure 2:**
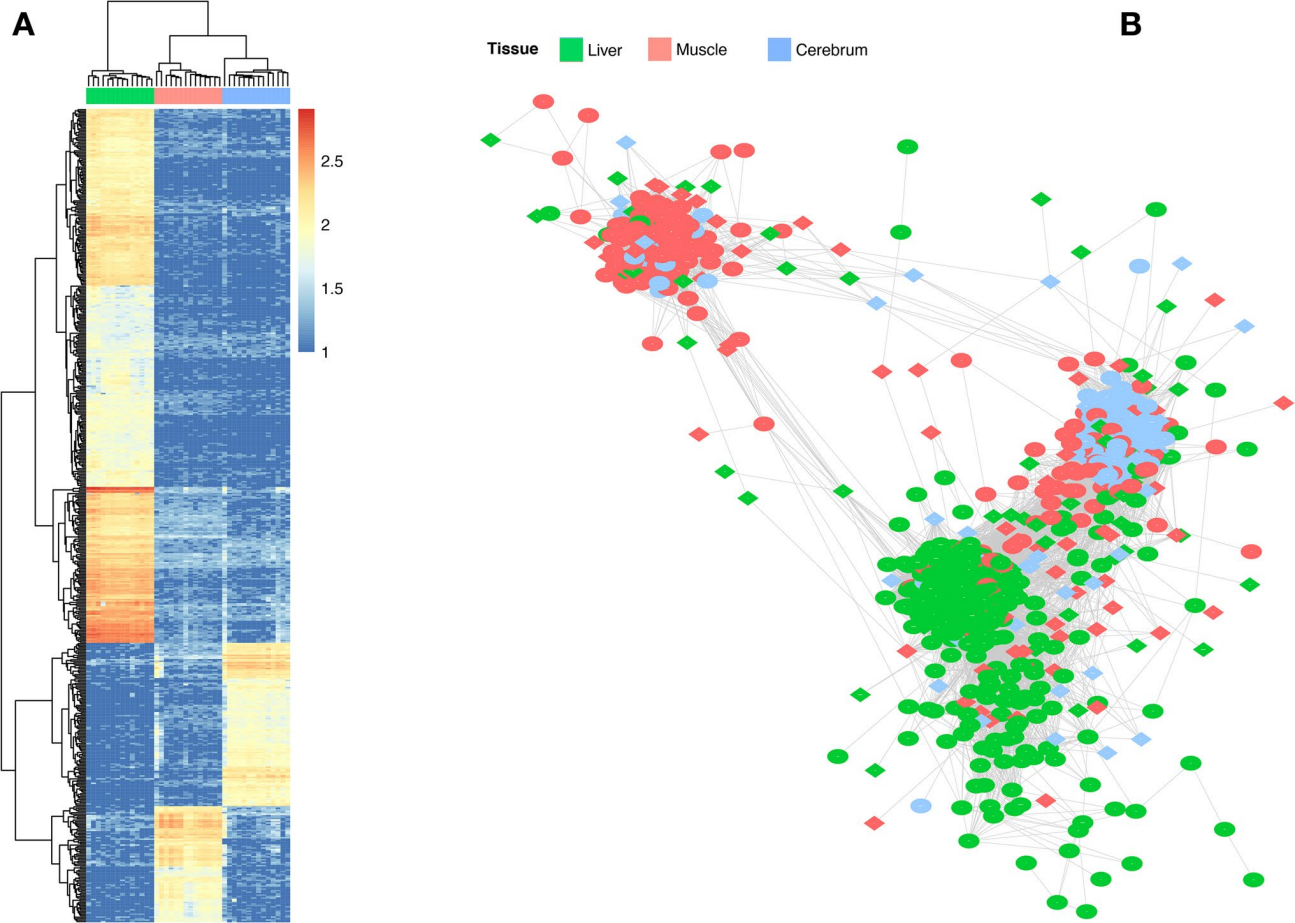
Tissue-to-tissue co-expression network of the bovine fetal organ transcriptome. (**A**) Heat map of 553 tissue-specific genes from the liver, muscle, and cerebrum tissues. (**B**) Co-expression network of 992 significantly co-expressed genes. Only nodes with a correlation greater than |0.9| are shown. Overlapped genes between analysis were colored based on the tissue with its maximum expression. Transcription factors are represented by a diamond shape. Nodes with few connections not linked to the main network are not showed. Heat map was constructed using pheatmap v.1.010.^93^ on R^79^, whereas gene network was created on Cytoscape v.3.7^89^.

### Key regulatory genes (transcription factors, TFs)

Regulatory impact factors, RIF1 and RIF2^24^, were used to identify TFs potentially modulating the expression of DEG and TS genes. 

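RIF1 and RIF2 were computed from the jointly fitted VST values with every retained gene taken as a regulator in turn, since the supplementary tables list only the TFs past the paper's threshold. The targets were the DEGs and TS genes that these tables list, of which 137 were retained for the cerebrum, 532 for the liver and 205 for muscle. Each RIF was then expressed as a *z-score* over all regulators, 15,724 in the cerebrum, 15,413 in the liver and 15,788 in muscle. At least 1 of the 2 *z-scores* was past 1.96 for 7.25% of these regulators in the cerebrum, 11.5% in the liver and 9.84% in muscle.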

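Of the TFs in the supplementary tables, 77 of the cerebrum, 118 of the liver and 112 of muscle could be tested. Either *z-score* was past 1.96 for 52, 51 and 97 of them. With DEGs only as targets, 22 TFs of the cerebrum were past 1.96, 11 of them among the 52, while 48 of the liver and 95 of muscle were. The numbers were 30, 54 and 81 with log2 CPM, and 44, 37 and 72 with sex differences removed from the values.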

Based on those metrics, we identified 129, 119, and 90 TFs for liver, muscle, and cerebrum tissues, respectively, grouped into 52 families (*p* ≤ 0.01). Shared TFs were identified between cerebrum and muscle (*n* = 10), muscle and liver (*n* = 8), and liver and cerebrum (*n* = 7). 

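The lists of the 3 tissues held 313 distinct TFs, of which 0 were in all 3. Restricted to TFs past 1.96 here in both tissues, 2 were shared by cerebrum and muscle, 3 by muscle and liver, and 4 by liver and cerebrum.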

The *HOXA4* (*z-score* =  − 6.88), *ZBTB33* (*z-score* =  − 4.37), and *GATA1* (*z-score* =  − 3.85) genes showed the most extreme value for RIF1 in liver, muscle, and cerebrum, respectively. 

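In muscle, *ZBTB33* (ENSBTAG00000017184) had a RIF1 *z-score* of -4.38, the most extreme of the 112 TFs tested. In the cerebrum, *GATA1* (ENSBTAG00000003184) had -3.34, the most extreme of 77, although it did not pass the filter on low counts within the cerebrum alone. In the liver, *HOXA4* (ENSBTAG00000001063) had 0.268 and ranked 84th of 118. With each fetus left out in turn, the *z-score* ranged from -4.73 to 1.16 for *ZBTB33*, from -3.92 to -2.01 for *GATA1*, and from -1.38 to 0.643 for *HOXA4*.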

A list of all RIF1 and RIF2 significant TFs is presented in Tables S1, S2, and S3. Herein, those genes encoding TFs and identified as key regulators will be called TFs throughout the text. The over-represented BP and pathways in which the TFs are involved with DEGs and TS genes are reported in the Tab8 of the Supplementary Tables S1 (muscle), S2 (cerebrum), and S3 (liver).

### Tissue-to-tissue co-expression network

To build a network across tissues based on the PCIT framework, we prioritized 1,160 unique informative genes considering the following criteria: (1) DEG between RES and CON groups; (2) tissue-specific; and (3) key TFs based on RIF1 or RIF2. 

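Of these genes, 1,141 were retained after the filter on low counts in the deposited data.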

Based on that, a significant network with 992 nodes and 105,449 interactions (r >|0.9|) was retrieved (Table S4, Fig. S3). 

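On the same VST values over all 42 libraries, 991 of the 1,141 genes had at least 1 edge with a Pearson correlation past |0.9|, and 104,843 edges connected them. The PCIT filter removed none of the edges past this threshold. With Spearman's rho in place of Pearson's *r*, 5,935 edges were past |0.9|, 4,730 of them shared with the 104,843. The setting that moved the number most was chosen after seeing the data. It took the mean of each tissue out of the values before correlating, which gave 1,589 edges, 731 of them among the 104,843.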

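The mean clustering coefficient over the nodes was 0.805. Edges between a pair of genes with the highest expression in the same tissue numbered 77,326 for the liver, 11,721 for the cerebrum and 6,190 for muscle. Edges between genes of different tissues numbered 7,065 for cerebrum and liver, 1,989 for liver and muscle, and 552 for cerebrum and muscle. The mean number of edges per gene was 304 for the listed TS genes, 119 for the DEGs and 102 for the key TFs.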

The network had a high clustering coefficient (0.8) and was clustered by tissue (Fig. 2B), mainly driven by TS genes, followed by DEGs and TFs. 

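Averaged over the genes that the paper assigns to each tissue, the connectivity was 283.8 for the liver, 144.6 for the cerebrum and 99.7 for muscle. Assigned by highest expression, the genes of these tissues had 299.8, 123.7 and 76.9 edges.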

Genes from the liver showed higher average connectivity (284.5) compared to the cerebrum (144.7) or muscle (100.06). 

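In this network *GATA1* had 423 edges, *HSF2* (ENSBTAG00000012946) 420 and *PLEK* (ENSBTAG00000009658) 417. They ranked 21st, 58th and 99th of all 991 nodes. Their mean expression was highest in the liver for *GATA1* and *PLEK*, and in the cerebrum for *HSF2*. The supplementary tables list *GATA1* and *PLEK* among the key TFs of the cerebrum, and *HSF2* among those of liver and muscle. The listed muscle TF with most edges was *LYL1* with 421, a gene chosen after its values were seen.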

The *GATA1*, *HSF2*, and *PLEK* TFs showed the greatest connectivity within liver, muscle, and cerebrum tissues, respectively. Furthermore, these genes shared all the first neighbors of one another, creating a sub-network with 427 nodes and 81,308 connections (Fig. S4).

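A total of 393 genes were first neighbors of all of *GATA1*, *HSF2* and *PLEK*, and 446 were neighbors of at least 1 of them. The sub-network of the 3 TFs and these neighbors had 449 nodes and 82,610 edges.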

### Differential gene co-expression network analysis

To uncover the functional relationship between gene pairs across conditions, we applied a differential gene co-expression analysis for each tissue separately. 

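For each pair of genes, Pearson's *r* was computed over the 7 CON and over the 7 RES libraries of the tissue, and the difference of the Fisher-transformed values was tested against the normal distribution, two-sided, with Benjamini-Hochberg adjustment over all pairs. The genes left after the filters numbered 12,120 in the cerebrum, 10,821 in the liver and 11,957 in muscle, which gave 73,441,140, 58,541,610 and 71,478,946 pairs. With each fetus left out in turn, the number of DC pairs ranged from 5,794 to 405,837 in the cerebrum, from 494 to 121,538 in the liver and from 6,192 to 60,031 in muscle. The lowest number followed the omission of RES fetus 1 in the cerebrum and in the liver, and of CON fetus 73 in muscle.

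**Figure D1:**
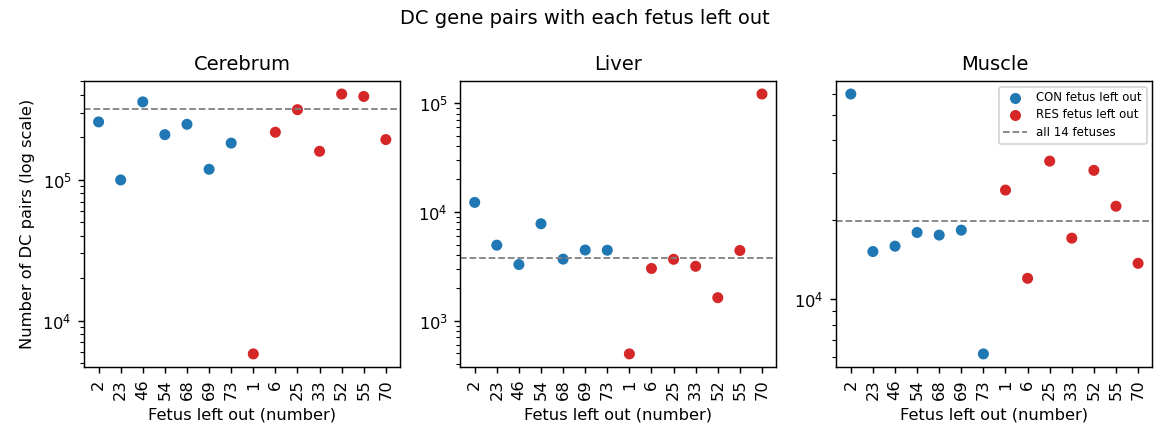
Number of DC gene pairs (vertical axis, log scale) with each fetus left out (horizontal axis, number of the fetus) in the cerebrum, liver and muscle. Blue points stand for CON fetuses, red points for RES fetuses, and the dashed line for all 14 fetuses. The cerebrum falls to 5,794 pairs without RES fetus 1, and the liver rises to 121,538 without RES fetus 70.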

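In muscle, 19,784 pairs had an adjusted *p* of at most 0.05, with 8,160 genes in at least 1 of them. The correlation was higher in RES for 9,133 of these pairs and lower for 10,651. With sex differences removed from the values, there were 3,926 pairs, 1,310 of them among the 19,784.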

From muscle, we identified 17,282 differentially co-expressed (DC) gene pairs (corresponding to 7,479 unique genes out of 11,439 tested; *q* ≤ 0.05; Table S1). 

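The DC pairs of muscle held 115 of the 137 listed DEGs tested and 79 of the 87 key TFs tested.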

Among them, 101 and 91 genes were identified as DEGs and TFs, respectively. Figure 3 shows the network of DC genes filtered by those gene pairs assigned either DEG or TF for muscle. We used the connectivity as a measure of centrality to select the genes topologically important in the network (“hubs”). Accordingly, 225 DC genes were identified as hubs (*p* < 0.05). 

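Genes with more DC pairs than the mean plus 2 SD numbered 265 in the deposited data.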

The top five hub genes included *IGSF10*, *ZBTB33*, *CD2AP*, *PLEKHG1*, and *ZBTB1*, and were associated with more than 120 genes in muscle. 

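The numbers of DC pairs were 165 for *IGSF10* (ENSBTAG00000001728), 145 for *ZBTB33*, 143 for *CD2AP* (ENSBTAG00000000322), and 135 each for *PLEKHG1* (ENSBTAG00000009679) and *ZBTB1* (ENSBTAG00000040551). Once sex differences were removed from the values, these genes had 21, 11, 33, 1 and 0 DC pairs. In the normalized counts, *IGSF10* had a log2 CPM of 6.31 ± 0.27 (SD, *n* = 7) in CON and 6.22 ± 0.50 in RES, and *ZBTB33* had 5.19 ± 0.15 in CON and 5.27 ± 0.24 in RES.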

The DEGs were mainly differentially co-expressed with the genes *ZBTB33* (*n* = 24), *IGSF10* (*n* = 24), *HACD3* (*n* = 16), and *ZNF131* (*n* = 8). 

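Among the listed DEGs, 24 were DC with *IGSF10*, 24 with *CD2AP*, 23 with *ZBTB33*, 22 with *HACD3* (ENSBTAG00000015155) and 9 with *ZNF131* (ENSBTAG00000015504). The log2 CPM of *HACD3* was 5.48 in CON fetus 73 and between 4.70 and 4.93 in the other CON fetuses. Without CON fetus 73, *HACD3* had 1 DC pair in place of 62, *IGSF10* 49, *ZBTB33* 49, *CD2AP* 31 and *ZNF131* 30. Without any other fetus, these genes had at least 8, 92, 55, 63 and 35. *PLEKHG1* and *ZBTB1* were lowest without another fetus, with 33 (RES fetus 70) and 43 (RES fetus 6).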

Interestingly, the co-expression of *ZBTB33* and *ZNF131* with the DEGs were classified as inversely correlated between the maternal diet groups based on the correlation classes proposed by the R-package DGCA^22^ (Figs. 3, S5).

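All 23 DEGs that were DC with *ZBTB33* were in the class +/-, with a positive correlation in CON and a negative one in RES. The 9 DEGs that were DC with *ZNF131* were all in the class 0/-, negative in RES and not significant in CON. In the same way, 20 of the 22 DEGs paired with *HACD3* and 23 of the 24 paired with *IGSF10* were in the class +/-. With sex differences removed from the values, *HACD3* had 2 DC pairs in place of 62, and *ZNF131* had 9 in place of 104. Over the DC pairs with a DEG or key TF, the most frequent class in muscle was +/- with 509 of 1,472 pairs, followed by 0/- with 290 and -/+ with 258.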

**Figure 3:**
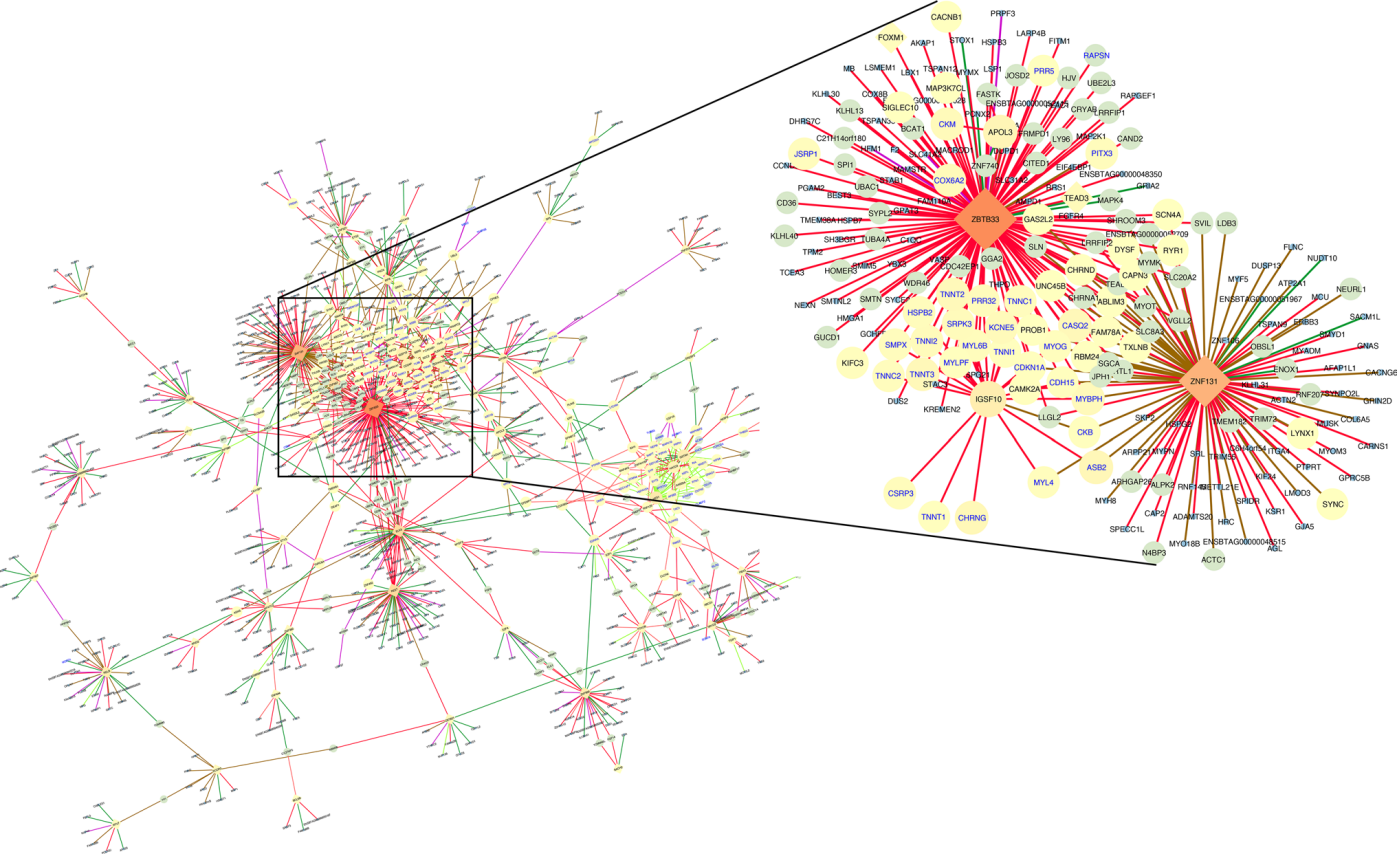
Muscle regulatory network of differentially co-expressed genes from the bovine transcriptome. Nodes are genes with significant changes in the correlation between control and nutrient restricted fetus (*q* ≤ 0.05). The node size and color (from light to dark) are proportional to the number of connections for each gene. Nodes with few connections not linked to the main network are not shown. Transcription factors are represented by a diamond shape. Differentially expressed genes are labeled in blue. Edges are colored based on the differential correlation class (+/− , red; +/0, salmon; − /+ , green; − /0, green-yellow; 0/+ , magenta; 0/− , brown). Gene network was created on Cytoscape v.3.7^89^.

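In the cerebrum, 319,359 pairs had an adjusted *p* of at most 0.05 in the test of the difference in correlation, with 11,568 of the 12,120 genes in at least 1 pair. The correlation was higher in RES for 144,148 pairs and lower for 175,211. After sex differences were removed from the values, the number of pairs was 769,333. The pairs with *r* below 0 in RES had a median *r* of -0.564 in RES without fetus 1, and of -0.922 to -0.912 over the same pairs without any other RES fetus. The genes with most DC pairs, which include no TS gene, were *HDGFL3* with 1,293, *RBM12* with 1,252, *RRAGB* with 1,154, *PDP1* with 1,142 and *ATP6V1A* with 1,131.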

We found 284,738 DC gene pairs by applying the same approach to the cerebrum. To reduce the data dimensionality, these pairs were then filtered by DEG, TS, or TF genes. 

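DC pairs of the cerebrum with a DEG, TS gene or key TF at 1 end or both numbered 14,538, with 4,665 genes in them.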

Based on that, 14,423 DC pairs (4676 unique genes) (*q* ≤ 0.05) remained for further analysis (Table S2). The TS genes *ELAV4*, *PAK5, SLC17A6, GPR12*, and *CLVS2,* were the most differentially co-expressed ones (hubs). 

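In the filtered pairs, *ELAVL4* (ENSBTAG00000021046) had 926 DC pairs, *PAK5* (ENSBTAG00000017679) 886, *GPR12* (ENSBTAG00000010769) 601, *SLC17A6* (ENSBTAG00000038347) 590 and *CLVS2* (ENSBTAG00000021099) 425. The log2 CPM of *ELAVL4* was 8.22 ± 0.68 (SD, *n* = 7) in CON and 7.74 ± 0.69 in RES, that of *PAK5* 7.04 ± 0.60 and 6.65 ± 0.72, and that of *SLC17A6* 6.79 ± 0.30 and 6.56 ± 0.67. RES fetus 1 had the lowest value of the RES group for these 3 genes, with 6.28 for *ELAVL4*, 5.10 for *PAK5* and 5.09 for *SLC17A6*. The numbers of DC pairs depended on 2 fetuses. Without RES fetus 1 they were 1 for *ELAVL4*, 1 for *PAK5*, 3 for *GPR12*, 0 for *SLC17A6* and 0 for *CLVS2*, without CON fetus 23 they were 6, 55, 122, 6 and 15, and without any other fetus at least 389, 340, 247, 224 and 163.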

Among the 61 genes classified as hubs (*p* < 0.05), 21 were TFs identified as putative regulators of brain gene expression. 

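In the deposited data, 62 genes of the filtered pairs had more pairs than the mean plus 2 SD, and 19 of them were key TFs.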

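Among the key TFs, *ETS2* (ENSBTAG00000009214) had 267 DC pairs and ENSBTAG00000003447 had 268. Without RES fetus 1, *ETS2* had 16 DC pairs, and without any other fetus at least 95. *ZNF207* (ENSBTAG00000008883) was among the genes removed for low dispersion. Without the dispersion filter, it was a hub with 348 DC pairs.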

From these TFs, *ZNF207*, *ETS2*, and the novel gene *ENSBTAG00000003447* were highlighted as targeting 412, 250, and 248 genes (Fig. 4). Unlike the muscle, no clear pattern of correlation was observed for TFs and DEGs differentially co-expressed between conditions.

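Of the 14,538 filtered pairs, 4,319 were in the class +/-, 3,858 in -/+, 2,563 in 0/- and 2,059 in 0/+. The correlation in RES was below 0 for 53.5% of them.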

**Figure 4:**
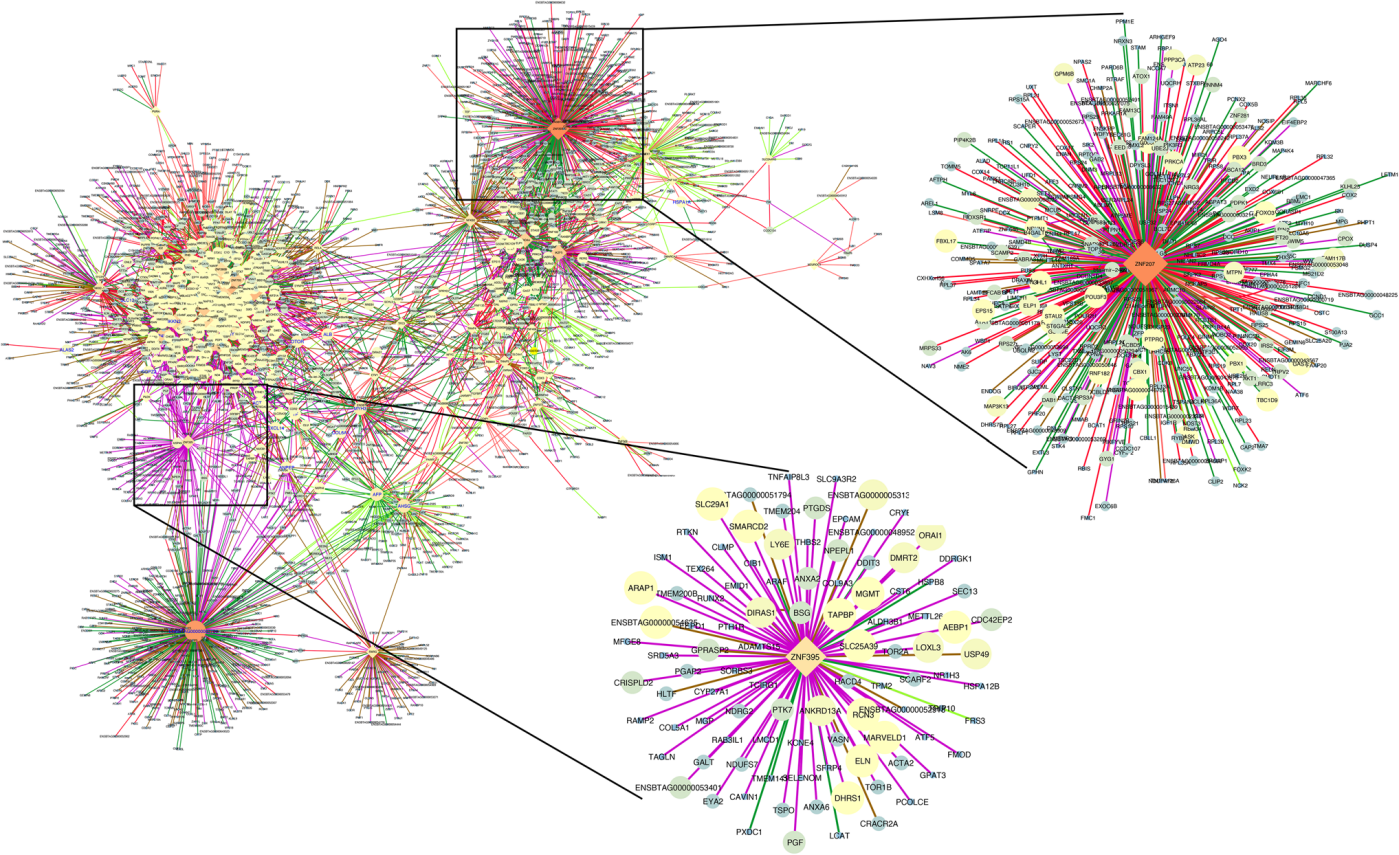
Cerebrum regulatory network of differentially co-expressed genes from the bovine transcriptome. Nodes are genes with significant changes in the correlation between control and nutrient restricted fetus (*q* ≤ 0.05). The node size and color (from light to dark) are proportional to the number of connections for each gene. Nodes with few connections not linked to the main network are not showed. Only those gene pairs assigned as DEG, TS, or TF are shown. Transcription factors are represented by a diamond shape. Differentially expressed genes are labeled in blue. Edges are colored based on the differential correlation class (+/− , red; + /0, salmon; − /+ , green; − /− , deep sky blue; − /0, green-yellow; 0/+ , magenta; 0/− , brown). Gene network was created on Cytoscape v.3.7^89^.

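In the liver, 3,734 pairs with 2,864 genes had an adjusted *p* of at most 0.05 in the same test, 1,913 with a higher and 1,821 with a lower correlation in RES. They included 65 of the 186 listed DEGs tested and 20 of the 70 key TFs tested. The stricter filter on low counts gave 7,049 pairs. With sex differences removed the number was 3,431, of which 242 were among the 3,734.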

Regarding the liver, we identified 2,989 DC pairs (2319 unique genes) that included 56 DEGs and 23 TFs (*q* ≤ 0.05) (Table S3). The top five hub genes among the 27 identified included: *PGAP3, B3GNT4, MARVELD1, BCAM*, and *NIT1*. 

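By the same criterion of mean plus 2 SD, 30 genes were hubs. The numbers of DC pairs were 257 for *PGAP3* (ENSBTAG00000011732), 165 for *B3GNT4* (ENSBTAG00000004197), 144 for *BCAM* (ENSBTAG00000009495), 139 for *MARVELD1* (ENSBTAG00000013478) and 116 for *NIT1* (ENSBTAG00000020153). After removal of sex differences from the values, *PGAP3*, *B3GNT4* and *NIT1* had 0 DC pairs, *BCAM* 2 and *MARVELD1* 72. Without RES fetus 1, *PGAP3*, *B3GNT4*, *BCAM*, *MARVELD1* and *NIT1* had 39, 15, 16, 15 and 1 DC pairs. Without any other fetus they had at least 66, 56, 39, 31 and 19. Without RES fetus 70 they had 970, 757, 1,836, 248 and 1,077, and *MARVELD1* had 769 without RES fetus 55.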

The *PGAP3* gene stood out as the main DC gene with 11 DEGs. These pairs were classified as positively correlated in the RES group and negative or not significant in the CON group (−/+ or 0/+) (Fig. 5). 

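Here *PGAP3* was DC with 13 listed DEGs. Its log2 CPM was 5.16 ± 0.18 (SD, *n* = 7) in CON and 5.42 ± 0.33 in RES, a log2 fold change of 0.30 (standard error 0.15, adjusted *p* = 0.220 from edgeR's test).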

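The correlation with *PGAP3* in RES was positive for all 13 DEGs, with 8 in the class -/+ and the others in 0/+.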

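*HSF1* (ENSBTAG00000020751) had 3 DC pairs and *HSF2* had 5 in the liver, below the number that defined a hub. *ZNF175* (ENSBTAG00000040603) was removed for low dispersion. It had 7 DC pairs when this filter was left out.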

Additionally, the *ZNF175, HSF1, and HSF2* TFs were among the hubs.

**Figure 5:**
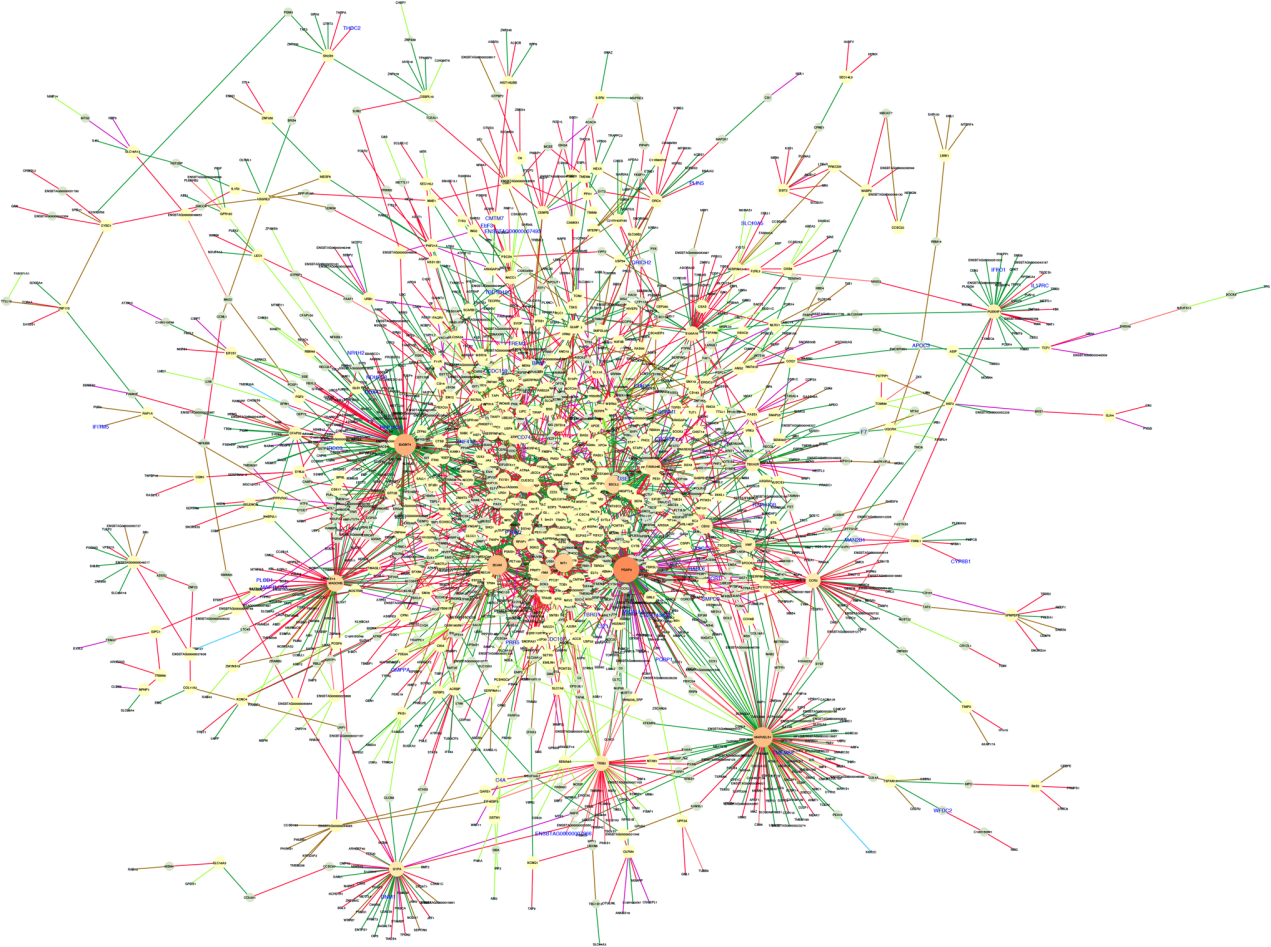
Liver regulatory network of differentially co-expressed genes from the bovine transcriptome. Nodes are genes with significant changes in the correlation between control and nutrient restricted fetus (*q* ≤ 0.05). The node size and color (from light to dark) are proportional to the number of connections for each gene. Nodes with few connections not linked to the main network are not showed. Transcription factors are represented by a diamond shape. Differentially expressed genes are labeled in blue. Edges are colored based on the differential correlation class (+/− , red; + /0, salmon; − /+ , green; − /0, green-yellow; 0/+ , magenta; 0/− , brown). Gene network was created on Cytoscape v.3.7^89^.

### Differential connectivity analysis

To identify condition-specific connections, we inferred networks in the CON and RES groups separately for each tissue. 

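For the deposited data, a network was built for each tissue and diet over the 7 libraries of the group from the genes tested for differential co-expression. An edge joined a pair of genes with a Pearson correlation past |0.9| that PCIT kept, with a listed DEG or key TF of the tissue at 1 end at least. These DEGs and TFs numbered 77 in the cerebrum, 255 in the liver and 224 in muscle. PCIT removed 0 of the edges past |0.9| in every network.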

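A gene's connectivity was divided by the largest connectivity of its network, and the difference between CON and RES was expressed as a *z-score* over all genes with an edge in either network. DEGs and key TFs past 1.96 in size were called DK.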

Based on the concept of differential connectivity^25^, we identified the most rewired genes between the groups (Tables S1, S2, S3). 

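The RES network had 2.49 times as many edges as the CON network in the cerebrum, 1.16 times as many in the liver and 1.42 times as many in muscle. With Spearman's rho, the ratio of RES to CON edges was 1.13 in the cerebrum, 1.41 in the liver and 3.33 in muscle. With sex differences removed, it was 2.61 in the cerebrum, 0.778 in the liver and 1.35 in muscle.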

Despite the similar topological behavior, overall, we found a gain of connectivity in networks from RES (Fig. 6A,B). These networks followed a scale-free model with R-squared ranging from 0.67 to 0.89.

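The R-squared of log10 frequency on log10 connectivity, over 10 bins of connectivity, was 0.980 in CON and 0.842 in RES for the cerebrum, 0.624 and 0.499 for the liver, and 0.762 and 0.773 for muscle.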

**Figure 6:**
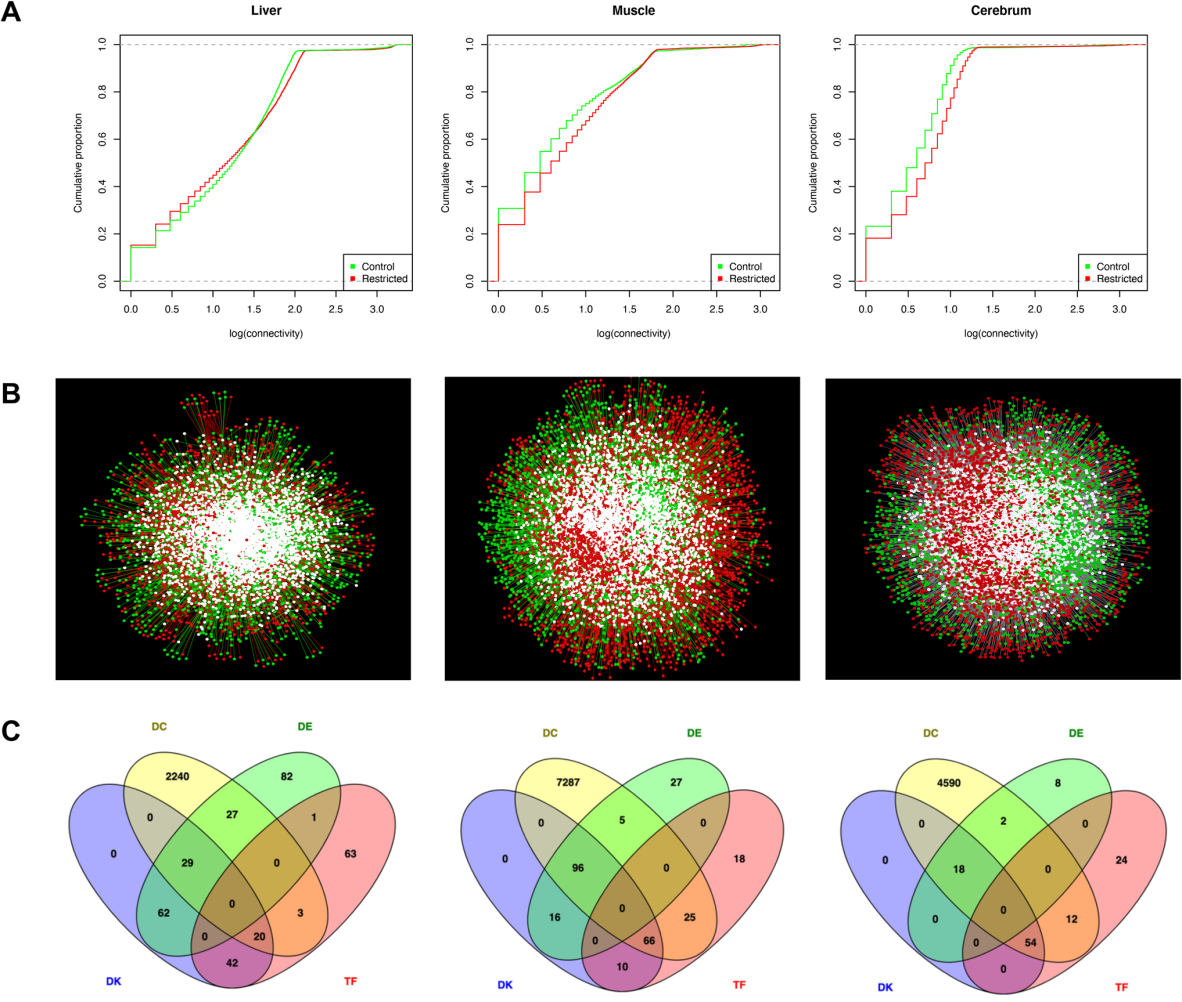
Network topology of co-expressed genes between control and nutrient restricted fetuses from the liver, muscle, and cerebrum tissues in bovine. (**A**) Cumulative distribution functions of the gene connectivity. (**B**) Central reference union networks. Only those gene pairs assigned as DEG or TF are shown. Unique nodes are shown in green (control) or red (restricted). Shared nodes are shown in white; (**C**) Overlapping genes among the different analyses. TF—transcription factors; DE – differentially expressed gene; DC—differentially co-expressed; and DK—differentially connected. Cumulative distribution was created on R v.3.5.1^79^; Gene network was created on Cytoscape v.3.7^89^; and Venn diagram was created using Venny v.2.1.^94^ (https://rb.gy/jxxufy).

From the liver, the networks filtered for either DEG or TF genes resulted in 8,350 and 8,632 nodes and 261,099 and 231,270 edges for RES and CON groups, respectively. 

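From the deposited counts, the liver networks had 8,783 nodes and 467,298 edges in RES, and 8,643 nodes and 402,117 edges in CON.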

By contrasting the connectivity between the groups, we found 153 differentially connected (DK) genes (*p* < 0.05). Similarly, we identified 188 DK genes in muscle by contrasting 6,925 nodes and 63,105 edges with 8515 nodes and 94,186 edges from CON and RES groups, respectively. 

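In the liver, 148 of the 255 DEGs and TFs were DK, 111 of them with a gain in RES. Of the paper's DK genes, 138 were tested and 133 were among the 148.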

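In muscle, the networks had 7,024 nodes and 91,488 edges in CON and 8,608 nodes and 129,628 edges in RES. Here 177 of the 224 DEGs and TFs were DK, 88 of them with a gain in RES, and 164 were also DK in the supplementary table.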

Regarding the cerebrum, the CON network was composed of 6,390 nodes and 29,531 edges, whereas the RES one had 7,555 nodes and 48,662 edges. Accordingly, we identified 72 DK genes (*p* < 0.05). 

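For the cerebrum, the CON network of the deposited data had 6,716 nodes and 31,636 edges, and the RES network had 7,776 nodes and 78,888 edges.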

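Of the 77 DEGs and TFs of the cerebrum, 66 were DK, 39 with a gain in RES. Among the paper's DK genes, 59 were tested and 53 were among the 66.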

Several DEGs from the liver and muscle tissues were also identified as DK (Fig. 6C).

### Functional over-representation analysis

Functional analysis revealed a total of 374, 212, and 143 significant biological process (BP) terms over-represented in the liver, muscle, and cerebrum gene lists, respectively (*adj.pvalue* ≤ 0.05). In the liver, common BP across DE, TFs, and TS genes included categories such as blood coagulation, immune response (defense and inflammatory response), and energy metabolism (fatty acid metabolic process and cellular glucose homeostasis). Tissue specific genes highlighted BP related to metabolism, transport, and blood coagulation, whereas TFs underlined regulation of RNA biosynthetic process and hormone metabolic process (Table S3). The pathway analysis included complement and coagulation cascade (*adj.pvalue* = 2.9E−13), metabolic pathways (*adj.pvalue* = 2.64E−02), and maturity onset diabetes of the young (*adj.pvalue* = 2.64E−02) (Table S3). Moreover, MAPK (*adj.pvalue* = 3.32E−02), non-alcoholic fatty liver disease (NAFLD) (*adj.pvalue* = 3.68E−02), and oxidative phosphorylation (*adj.pvalue* = 3.32E−02) pathways were retrieved from DC genes.

Regarding the muscle, the identified GO terms pointed out the muscle structure development and myotube and myoblast differentiation as common BP among the gene lists. Similarly, TS and TF genes included skeletal system morphogenesis and regulation of transcription from RNA polymerase II promoter (Table S1). Furthermore, FoxO (*adj.pvalue* = 8.32E−06), MAPK (*adj.pvalue* = 3.69E−09), and PI3K/Akt (*adj.pvalue* = 3.94E−07) signaling pathways were among the over-represented pathways from the DC genes.

From the cerebrum, central nervous system development (*adj.pvalue* = 1.68E−13) and brain development (*adj.pvalue* = 4.60E−08) were among the over-represented BP underlying the TS genes. The TF gene list retrieved BP such as cellular response to steroid hormone stimulus (*adj.pvalue* = 6.47E−07) and negative regulation of DNA binding transcription factor activity (*adj.pvalue* = 6.47E−07) (Table S2). Moreover, signaling pathways from the DC genes highlighted, for example, ribosome (*adj.pvalue* = 8.86E−21), PI3K-Akt (*adj.pvalue* = 3.19E−06), insulin (*adj.pvalue* = 3.11E−03), mTOR (*adj.pvalue* = 2.41E−04), and HIF-1 signaling pathways (*adj.pvalue* = 2.17E−03). 

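Ribosomal protein genes were counted by symbol among the 12,120 genes tested in the cerebrum. Of the 33 found, 27 were in DC pairs with a DEG, TS gene or key TF and 6 were not, while of the other genes 4,638 were and 7,449 were not (odds ratio 7.23, Fisher's exact test, two-sided, *p* = 5.3e-07). The test was taken over genes, which are not independent replicates. It also depends on which genes could be named. Of the 33, 21 have a symbol only through the paper's table of DC pairs in the cerebrum, and 20 of these were in such pairs here, while the other genes were counted with or without a symbol, so that this selection raised the odds ratio. The odds ratio was 10.4 with log2 CPM, 8.04 with sex differences removed and 15.6 without the dispersion filter, with the same selection. With each fetus left out in turn, a setting chosen after seeing the data, it was 0.0 without RES fetus 1 (Fisher's exact *p* = 1.0), where 174 such pairs were left, and between 4.00 and 19.5 without any other fetus. Another alternative, also chosen after seeing the data, used as background the genes whose symbol is named outside the paper's table of DC pairs. Of the 12 ribosomal protein genes among them, 7 were in such pairs and 5 were not (odds ratio 1.83, Fisher's exact test, *p* = 0.384).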

Tissue-specific and overlapping pathways across tissues are showed in Figure S6.

## Discussion

Dietary restriction has a negative effect on the offspring’s development, metabolism and genome function with long-term consequences^2,3,5,9^. Previously, we reported a significant impact on genome-wide expression profiles underpinning tissue metabolism, accretion, and function in fetal muscle, liver, and cerebrum from dietary intake-restricted heifers^17^. Herein, based on the co-expression network, we uncovered the regulatory interplay between genes and shed light on the putative mechanisms underlying the effects of early maternal nutrient restriction on bovine developmental programming on day 50 of gestation. We found that these tissues were affected by dietary intake restriction leading to differences in transcriptional regulation between CON and RES groups. Furthermore, we pointed out TFs potentially modulating the expression of DEGs and TS genes.

Tissue specificity results from a tight regulation of gene expression^26^ driven by different regulatory mechanisms that include TFs and cross-tissue communication^20^. The TFs play a significant role in determining differential expression in response to nutrient availability^7^, although they are not themselves usually DEG^26^. We successfully mapped 338 TFs as putative regulators of TS and DEG. It is worth mentioning that these are not the only TFs regulating the tissue development and gene transcription; however, they were consistently most differentially co-expressed (RIF1) or could predict (RIF2) the abundance of the TS and DEG^24^. The regulatory role of these TFs on day 50 of gestation was perturbed due to maternal nutrient restriction, as evidenced by their identification either as DC or DK. The liver showed the greatest number of TS genes, followed by the cerebrum and muscle. Moreover, the greatest number of DEG and TF genes were found in the liver, emphasizing its wide range of essential metabolic functions.

To provide an overview of the gene expression relationship across the fetal tissues studied, we prioritized informative genes from TS, TF, and DEG analyses. This integrative framework allowed us to dissect the gene–gene interactions within and across tissues, uncovering new insights into how these relationships may be rewired due to maternal nutrition^8,27,28^. Our tissue-to-tissue network exhibited a small-world behavior^29^, mainly driven by the TS genes that showed a strong clustering. Based on this guilty-by-association assumption, we pinpointed tissue-specific functions related to tissue development, structure, and metabolism.

To have tissue genome-scale information, we identified specific co-expression differences between CON and RES groups based on DGCA and DK analyses. We identified hub genes with important biological roles. Furthermore, we found a gain of connectivity in the networks from fetuses from the RES dams. 

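The ratio of RES to CON edges was recomputed with 1 CON and 1 RES fetus left out, over all 49 combinations, a setting chosen after seeing the data. It ranged from 0.401 to 3.07 in the cerebrum, from 0.808 to 2.23 in the liver and from 1.01 to 3.60 in muscle. In the cerebrum, the 7 combinations without RES fetus 1 gave 0.401 to 0.676 and the others were between 1.51 and 3.07. In the liver, those without CON fetus 2 gave 1.72 to 2.23 and the others 0.808 to 1.33. In muscle, those without CON fetus 73 gave 2.63 to 3.60 and the others 1.01 to 1.57.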

The rewiring of major regulators likely modulates the expression of gene targets as an adaptive response to nutrient availability, impacting tissue development. These findings are supported by the DGCA results that showed TFs differentially coordinating gene transcription between the groups. For example, we found transcriptional repressors in muscle, such as *ZBTB33*, *REST*, and *RCOR3*, more connected in the RES network. 

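The connectivity of *ZBTB33* was 229 in CON and 1,309 in RES (*z-score* of the difference of standardized connectivity, CON minus RES, -5.41). *REST* (ENSBTAG00000011789) had 106 edges in CON and 1,776 in RES (-9.53), and *RCOR3* (ENSBTAG00000007110) had 17 and 1,520 (-8.96).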

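In muscle, *ARID2* (ENSBTAG00000011087) had 33 edges in the CON network and 1,444 in the RES network, with a *z-score* of -8.33. Its log2 CPM was 5.28 ± 0.12 (SD, *n* = 7) in CON and 5.13 ± 0.34 in RES.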

Likewise, we identified *ARID2,* whose protein is involved with chromatin remodeling that is important for metabolic programming^2^. Herein, we will mainly focus our discussion on the TFs considering their topological importance in the network for each tissue, the over-represented pathways, and their regulatory role in fetal tissue programming.

The liver plays a pivotal role in energy metabolism^13^. Energy imbalances affect liver function and trigger a cascade of events in insulin sensitive tissues, such as the brain and muscle^7,18^. As a response to a moderate maternal nutrient restriction, the fetuses from the RES group tended to have a reduced level of glucose in allantoic fluid^30^. In goats, Zhou et al.^18^ found several glucogenic amino acids (AA) differentially abundant in the liver of nutrient-restricted fetuses. Supporting these findings, we identified pathways related to glucogenic AA, such as arginine biosynthesis and tryptophan metabolism. Additionally, the liver is the main hematopoietic organ during pre-natal development^18^. 

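*GATA1* was tested in the liver networks of each diet, although it is not among the listed DEGs or key TFs of the liver. It had 77 edges to such genes in CON and 81 in RES. The RES connectivity minus that in CON was -9 with edges past |0.95| and -87 with sex differences removed.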

We found *GATA1* as the most connected TF, and this gene is important for early hematopoiesis^31^. Furthermore, the liver is the primary site of complement component synthesis^32^. The complement system is essential for host defense, and its failure has been associated with adverse pregnancy and fetal growth restriction in humans^32^. The complement and coagulation cascade pathway, as well as several hematopoietic genes were pinpointed in our findings.

We identified master regulators of energy homeostasis, such as *FOXA3*, *PPARA*, and *SREBF2*. 

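In the liver, the *z-scores* for RIF1 and RIF2 were 0.235 and 0.938 for *FOXA3* (ENSBTAG00000012104), 0.517 and 0.250 for *PPARA* (ENSBTAG00000008063), and -0.629 and -1.76 for *SREBF2* (ENSBTAG00000014265). *PPARA* had 58 edges in the CON network and 90 in the RES network and was not DK. The other two were removed for low dispersion.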

Among the pathways important for energy homeostasis, we found MAPK, which acts as a PPAR regulator^33^. The PPAR protein is suggested to have an adaptive role during tissue development in response to nutrient availability^7^. The transcriptional complex formed by PPARs and nuclear receptors, like RXRG, is the key activator of target genes involved with fatty acid oxidation, insulin secretion, and inflammation^7,13^. The relationship of PPAR-RXRG with energy imbalance underlies metabolic abnormalities, such as diabetes and chronic inflammation^34^. Moreover, FOXA3 participates on the pathway maturity onset diabetes as well as carbohydrate and glucose homeostasis. In addition, SREBF2 plays a role in energy metabolism and also lipid storage, regulation of sterol and cholesterol transport, lipid and cholesterol homeostasis. The protein coded by this gene regulates the cholesterol biosynthesis^7^. Cholesterol is the precursor of all steroid hormones and it plays a role in early fetal development by moderating nuclear receptors^35^.

Besides the imbalances in energy homeostasis, maternal nutrient restriction has been associated with an inflammatory response in the dam and the offspring^36^. We identified *TGFB1* and *HDAC8* differentially co-expressed and positively correlated in RES fetuses. 

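In the liver, *TGFB1* and *HDAC8* had a Pearson's *r* of -0.963 over the 7 CON fetuses (exact permutation test over all pairings, two-sided, *p* = 0.00119, adjusted *p* = 0.0347) and of 0.919 over the 7 RES fetuses (exact *p* = 0.000992, adjusted *p* = 0.00204). Spearman's rho was -0.857 in CON (exact permutation *p* = 0.0238) and 0.893 in RES (exact permutation *p* = 0.0123). Without the 2 fetuses farthest from the median of *TGFB1*, *r* was -0.823 in CON and 0.744 in RES. The difference between the diets was tested by exchanging the diet labels over all splits of the 14 fetuses into groups of 7, two-sided. Its exact *p* was 0.000583, the smallest these splits can give, and the adjusted *p* was 0.00255. Adjustment was over the 35 gene pairs tested of those that the paper's text or Fig. S5 names. The paper chose these pairs from the same data. With sex differences removed from the values, the adjusted *p* of the difference was 0.322. The log2 CPM was 3.17 ± 0.12 (SD, *n* = 7) in CON and 3.38 ± 0.41 in RES for *TGFB1*, and 3.69 ± 0.11 and 4.00 ± 0.44 for *HDAC8*.

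**Figure D2:**
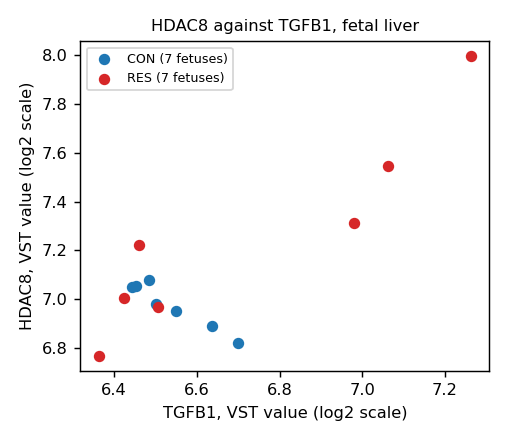
VST value of *HDAC8* (vertical axis, log2 scale) against that of *TGFB1* (horizontal axis, log2 scale) in the liver, 1 point per fetus. Blue points are the 7 CON fetuses, whose *r* is -0.963, and red points the 7 RES fetuses, whose *r* is 0.919.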

The *TGFB1* gene encodes a multifunctional cytokine with immunoregulatory and anti-inflammatory properties^37^. It is also important in pregnancy maintenance^37^, hepatic stellate cell activation, and hepatic fibrosis^38^. An increased expression of MEF2D in activated hepatic stellate cells in liver and the fibrotic response was reported previously^38^. 

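*MEF2D* (ENSBTAG00000046545) had 35 edges in the CON network of the liver and 2,515 in the RES network (*z-score* -13.7). Its correlation with *TGFB1* was 0.297 in CON and 0.962 in RES (exact permutation *p* in RES = 0.00357, adjusted *p* = 0.00481), with a rho of 0.0357 and 0.750. Without the 2 fetuses farthest from the median, *r* with *TGFB1* was -0.494 in CON and 0.891 in RES. The correlation with *HDAC8* was -0.278 in CON and 0.951 in RES (exact permutation *p* in RES = 0.00119, adjusted *p* = 0.00232), with a rho of -0.107 and 0.893, and *r* without those fetuses was 0.426 and 0.751. The difference between the diets had an exact *p* of 0.108 (adjusted *p* = 0.136) for *TGFB1* and of 0.0548 (adjusted *p* = 0.0737) for *HDAC8*.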

In the current study, we identified the *MEF2D* gene as a key TF, more connected in RES, and positively correlated with *TGFB1* and *HDAC8*. The TGFB1 and MEFD2 proteins have been associated with liver fibrosis activation^38,39^. Likewise, HDAC8 protein inhibition suppresses TGFB1-induced genes in pulmonary fibrosis^40^.

In response to cellular stress, HSF1 and HSF2 TFs activate genes encoding heat shock proteins (HSPs) to stabilize nascent proteins^41^. These TFs in liver showed high connectivity in RES fetuses. 

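*HSF1* had 2,455 edges in the CON network of the liver and 2,946 in the RES network (*z-score* -3.42), and *HSF2* had 16 and 1,688 (*z-score* -9.21). With sex differences removed from the values, the RES connectivity of *HSF1* minus that in CON was -1,052.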

Since misfolded proteins are eliminated either by ubiquitination or autophagy^41^, the over-representation of the ubiquitin-mediated proteolysis pathway found here is likely acting in concert with the HSPs. Thus, these evidences suggest that RES fetuses may have shown hepatic cellular stress in response to lipid metabolism imbalances.

Maternal nutritional insults may have more dramatic effects on muscle development as it has low priority in nutrient partitioning, resulting in greater concern due to the economic importance of muscle tissue^12^. Offspring of nutrient-restricted dams showed a reduced number of muscle fibers and muscle mass, as well as altered muscle function and gene regulation^1,12,17,42^. 

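In muscle, τ was 0.857 for *MYOD1* (ENSBTAG00000002216), 0.833 for *MYF5* (ENSBTAG00000026972) and 0.750 for *PAX1* (ENSBTAG00000006742). The mean VST value in muscle was 7.62 ± 0.78 (SD, *n* = 14) for *MYOD1*, 7.16 ± 0.73 for *MYF5* and 6.25 ± 0.63 for *PAX1*. In the cerebrum these means were 2.98, 2.98 and 2.99, and in the liver 2.82, 3.12 and 2.82.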

Among the TS genes, well known upstream regulators of myogenesis, such as *MYOG, MYOD1, PAX1,* and *MYF5*^43^*,* were found by our approach. 

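Of the 145 DC pairs of *ZBTB33* in muscle, 136 had a negative correlation in RES, and so had 99 of the 104 DC pairs of *ZNF131*.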

Interestingly, some of these TS regulators along with DEGs were negatively correlated with the *ZBTB33* and *ZNF131* TFs in the RES group. The *ZBTB33* gene encodes a methyl-CpG-binding protein (Kaiso) that recognizes both unmethylated and methylated CpGs, acting as a transcriptional repressor^44^. The role of Kaiso in regulating myogenic genes is still to be examined; however, Ruzov et al.^45^ showed that Kaiso is necessary during early *Xenopus laevis* development. Moreover, CIBZ, a Kaiso-like family member, represses *MYOG* in a methylation-dependent manner^44^. Although we do not have the methylation profile for these animals, Crouse et al.^30^ reported reduced methionine and increased homocysteine concentrations in amniotic fluid and serum, respectively, in RES heifers. The imbalance in one-carbon metabolism would likely affect the gene transcription by altering chromatin remodeling and DNA methylation^46^.

Although *ZNF131* acts as a transcriptional activator, Kaiso, a transcriptional regulator, was implicated in its repression, and together they fine-tune the transcription of Kaiso targets^47^. Muscle structure development and skeletal muscle tissue growth were among the BP over-represented by the 34 co-regulated genes between *ZNF131* and *ZBTB33*. 

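In the deposited data, 37 genes were DC with both TFs.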

The myogenic regulatory factors *MYOD1*, *MYF5*, and *MYOG* were negatively and differentially correlated with *ZBTB33* and/or *ZNF131* in RES fetuses. 

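*ZBTB33* and *MYOG* had a Pearson's *r* of 0.9495 over the 7 CON fetuses (exact permutation *p* = 0.00218, adjusted *p* = 0.0347) and of -0.905 over the 7 RES fetuses (exact permutation *p* = 0.00615, adjusted *p* = 0.00742), with a rho of 0.893 and -0.964. Without the 2 fetuses farthest from the median of *ZBTB33*, *r* was 0.908 and -0.889. For *ZNF131* and *MYOG*, *r* was 0.644 in CON (exact permutation *p* = 0.140, adjusted *p* = 0.200) and -0.995 in RES (exact permutation *p* = 0.000198, adjusted *p* = 0.000992), with a rho of 0.571 and -1.0, and *r* without the farthest fetuses was 0.559 and -0.999. The exact *p* of the difference between diets was 0.000583 for both pairs, with an adjusted *p* of 0.00255. In RES, *MYOD1* had an *r* of -0.887 with *ZBTB33* and -0.988 with *ZNF131*, and *MYF5* had -0.851 and -0.981. The adjusted *p* of the difference was between 0.00255 and 0.00971 for these 4 pairs. Of the 26 muscle pairs that the paper names and that were tested, 21 had a difference in Fisher *z* past 1.96 standard errors. When the score of muscle fibre marker genes was taken out of the values, 4 kept such a difference.

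**Figure D3:**
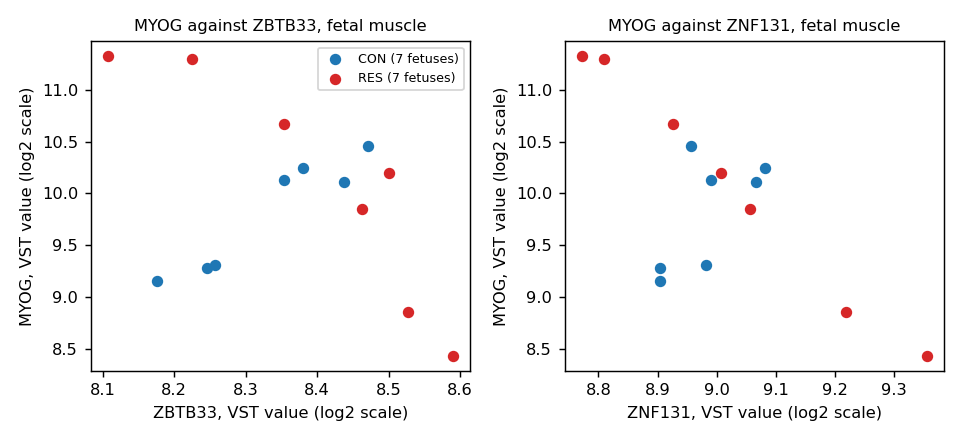
VST value of *MYOG* (vertical axis, log2 scale) against those of *ZBTB33* (left) and *ZNF131* (right) in muscle (horizontal axes, log2 scale), 1 point per fetus. Blue points are the 7 CON fetuses and red points the 7 RES fetuses. With *ZNF131*, *r* is 0.644 in CON and -0.995 in RES.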

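Between *CDKN1A* and *ZBTB33*, *r* was 0.945 in CON and -0.912 in RES, and between *CDKN1A* and *ZNF131* it was 0.665 in CON and -0.991 in RES. The rho in RES was -0.964 and -1.0. The log2 CPM of *CDKN1A* was 6.61 ± 0.58 (SD, *n* = 7) in CON and 6.77 ± 1.30 in RES, a log2 fold change of 0.49 (standard error 0.44, adjusted *p* = 0.697 from edgeR's test).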

The *CDKN1A* gene was negatively correlated with these TFs in the RES group and also DEG^17^. The protein encoded by the *ZNF131* gene has been associated with skeletal muscle atrophy^48^. Moreover, *CDKN1A* gene expression is synergistically activated by *SMAD4*^49^ that was identified here as DK and negatively co-expressed with *MYOG* and *MYOD1*. 

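*SMAD4* (ENSBTAG00000006919) was removed for low dispersion from the networks. Without that filter it had 119 edges in CON and 1,054 in RES and was DK (*z-score* -5.28). Its *r* with *MYOG* was 0.728 in CON and -0.930 in RES (exact permutation *p* in RES = 0.00317, adjusted *p* = 0.00444), and its *r* with *MYOD1* was 0.587 and -0.920 (exact permutation *p* in RES = 0.00397, adjusted *p* = 0.00514). Over the RES fetuses the rho was -0.964 for both genes, and *r* without the 2 farthest fetuses was -0.901 for *MYOG* and -0.854 for *MYOD1*. The adjusted *p* of the difference between diets was 0.00680 for *MYOG* and 0.00751 for *MYOD1*.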

The protein encoded by *SMAD4* has an inhibitory effect on protein synthesis and muscle growth^50^. Genes encoding proteins involved in muscle contraction, such as those from the troponin and myosin families, were also negatively regulated in the RES group. 

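The supplementary tables give symbols for 20 troponin and myosin genes with counts in muscle. All 20 had a negative correlation with *ZBTB33* in RES (median *r* -0.925) and 2 did in CON (median 0.882). With *ZNF131*, all 20 were negative in RES (median -0.969) and 2 in CON (median 0.571). The estimated expression was lower in RES for 1 of the 20 genes and higher for the others, and none had an adjusted *p* under 0.05 in edgeR's test.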

We collected the fetal tissues on day 50 of pregnancy, which coincides with the beginning of primary myogenesis^12^. Therefore, our findings show the potential mechanism by which maternal nutrient restriction negatively modulates myogenic developmental programming in cattle.

We found the DC genes from the fetal muscle over-represented in the nutrient-sensing signaling pathways PI3K-Akt, MAPK, and FoxO. These pathways along with mTOR, play a major role in muscle development, energy metabolism, gene expression, and metabolic epigenetic programming^50,51^. The Akt-mTOR pathway acts as positive regulator of protein synthesis, whereas FoxO signaling is required for muscle atrophy^50^. 

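In muscle, *ELK3* (ENSBTAG00000001509) had 352 edges in the CON network and 1,874 in the RES network (*z-score* -7.47). Its log2 CPM was 5.54 ± 0.21 (SD, *n* = 7) in CON, where fetus 73 had 5.11 and the others at least 5.51, and 5.31 ± 0.33 in RES.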

We found the *ELK3* TF more connected and negatively and differentially correlated with *AKT1* in fetuses from RES dams. The ELK3 protein is a transcriptional repressor whose knockdown induced the activation of the PI3k/Akt/mTOR pathway in breast cancer cell line^52^. In addition, intrauterine growth restriction in rats has been associated with reduced activity of this pathway^53^. 

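The gene with the symbol *FOXO6* (ENSBTAG00000024115) had 928 edges in the CON network of muscle and 69 in the RES network (*z-score* 9.55). Its log2 CPM was 0.47 ± 0.94 (SD, *n* = 7) in CON, where fetus 73 had 2.47 and the other 6 at most 0.52, and 0.59 ± 0.52 in RES.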

We found *FoxO6* significantly more connected in the RES group. FoxO induction leads to the transcription of atrophy-related genes^50^. Additionally, SMAD3/SMAD4 heterodimers may repress mTOR^50^. We identified the *SMAD4* gene negatively co-expressed with *EIF4EBP1* that acts as protein synthesis inhibitor^50^. Altogether, it seems that the TFs were acting redundantly and coordinately to repress muscle formation and differentiation in response to nutrient restriction.

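Of the muscle gene pairs named in the paper's text or Fig. S5, 26 were tested. The exact *p* for the difference in correlation between diets was at most 0.05 for 21 of them, over the 7 CON and 7 RES fetuses. All of the 35 named pairs tested in the 3 tissues had the sign in RES that the paper gives. Of the 35, 24 had an adjusted *p* of at most 0.05. From its own observations in muscle, the paper reasons that the TFs seemed to act redundantly and in coordination to repress muscle formation and differentiation. Those observations include pairs with *AKT1* and *EIF4EBP1*, which were not tested here.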

Like the muscle, our findings evidenced a severe impact of a moderate maternal nutrient restriction in the day 50 fetal brain genes involved with development and metabolism. First, we found a large number of DC genes between CON and RES, and several DK TFs. Second, pathways such as PI3K/AKT and mTOR seem to be differentially regulated between the CON and RES groups. The brain plays a central role in the body’s energy homeostasis by integrating metabolic signals from other tissues and coordinating adaptive changes under nutrient deficiency^54^. These signals are integrated by the mTOR pathway that together with the PI3K/Akt signaling pathway governs neuronal fate by regulating protein synthesis and energy homeostasis^55,56^. Furthermore, insulin signaling plays a role in neuronal differentiation by activating mTOR^55^. Nutrient restriction has been associated with reduced transcription rate modulated by mTOR^57^. We found the ribosome pathway over-represented by the DC genes encoding ribosomal proteins, and intriguingly these genes were mainly negatively correlated in the RES group. 

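Of the filtered DC pairs of the cerebrum, 144 held a ribosomal protein gene, and the correlation in RES was below 0 for 136 of them (94.4%). The median *r* of these 136 pairs over the RES fetuses was -0.921. It was -0.455 without RES fetus 1 and between -0.937 and -0.922 without any other RES fetus.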

Impaired ribosome biogenesis has been associated with neurodevelopmental disorders and reduced protein synthesis^57,58^. 

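*PAK5* was DC with 18 ribosomal protein genes and *ELAVL4* with 16, all with a negative correlation in RES. *SLC17A6* had 16 such pairs.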

The *PAK5*, *ELAVL4*, and *ZNF207* genes were DC with the ribosomal genes identified in the current study. The *ELAVL4* gene encodes an RNA-binding protein (HuD) important for neuronal development and plasticity, acting on mRNA stability, translation, and alternative polyadenylation of target genes^59^. The *PAK5* gene encodes a brain-specific protein involved with neurite development^60^. Furthermore, the PAK family members are regulators of PI3K and via the PI3K/Akt pathway modulate HuD abundance post-transcriptionally^59^. The ZNF207 TF plays a role in cell pluripotency by regulating neuronal TFs^61^.

Metabolic stress resulting from energy restriction can activate the transcription of inflammatory genes^57^. The TGF-β family is pivotal for organogenesis, and it was shown to negatively affect brain development by inhibiting neurite elongation^62^. We identified *TGFB1* and *TGFB3* DC and negatively correlated with *NKX2*-1, *ELAVL4*, and *SLC17A6* in the RES group. 

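Over the 7 RES cerebra, *NKX2-1* had an *r* of -0.950 with *TGFB1* (exact permutation *p* = 0.00139, adjusted *p* = 0.00243, rho -0.929) and of -0.873 with *TGFB3* (exact permutation *p* = 0.0379, adjusted *p* = 0.0390, rho -0.429). In CON these *r* were 0.157 and 0.911, and the adjusted *p* of the difference was 0.00751 for *TGFB1* and 0.00918 for *TGFB3*. *ELAVL4* had an *r* of -0.796 with *TGFB1* and -0.963 with *TGFB3* in RES, and the adjusted *p* of the difference was 0.239 and 0.236. For *SLC17A6*, *r* in RES was -0.659 and -0.974, and the adjusted *p* of the difference was 0.491 and 0.0612. Without RES fetus 1, *r* with *TGFB1* in RES was -0.905 for *NKX2-1*, -0.425 for *ELAVL4* and 0.338 for *SLC17A6*, and *r* with *TGFB3* was -0.399, -0.934 and -0.496.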

The *SLC17A6* gene encodes a glutamate transporter protein^63^, while *NKX2*-1 encodes a TF that regulates target genes involved with the development of interneurons^64^. In response to inflammatory processes, hypoxia-inducible factors (HIFs) modulate metabolic homeostasis by activating hypoxia-induced genes^65^. Additionally, these genes underlie cell differentiation and vascular development in the fetal brain^65^. We identified the HIF pathway over-represented from the DC genes. 

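In the cerebrum, 104 of the 114 DC pairs of *ZNF395* (ENSBTAG00000000536) had a correlation above 0 in RES. Its log2 CPM was 5.60 ± 0.23 (SD, *n* = 7) in CON and 5.72 ± 0.42 in RES, where fetus 1 had 6.64 and the others at most 5.71. It had 4 edges in the CON network and 2,204 in the RES network.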

Among them, the *ZNF395* TF was positively correlated with most of the gene pairs DC in the RES fetuses. *ZNF395* is targeted by the HIF-1α TF activating hypoxia-induced pro-inflammatory genes^66^. 

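In RES, 191 of the 267 DC pairs of *ETS2* and 70 of the 106 DC pairs of *NFKB2* (ENSBTAG00000006017) had a correlation below 0. The connectivity of *ETS2* was 213 in CON and 2,343 in RES (*z-score* -18.6), and that of *NFKB2* was 182 and 2,164 (*z-score* -17.4).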

On the other hand, the *ETS2* and *NFKB2* TFs that were both DC and DK showed mainly negative correlations in the RES group. The ETS2 protein has been associated with neuronal apoptosis and neurodegeneration in neurons of Down syndrome^67^. However, in macrophages, it had a negative effect on the inflammatory response^67^. Regarding the NFKB2 protein, it has a pleiotropic effect and acts in processes such as synaptic plasticity under normal physiology; however, in disease, it is involved with neuroinflammation as well as neuronal cell death^68^. Considering the findings, the moderate maternal dietary restriction induced changes in gene wiring and expression in the brain may have altered BP related to neuronal development and energy homeostasis. Although the effects of these changes in animal health and performance are still unknown, they could affect animal reactivity, stress responses, and feeding behavior^17^.

Our findings reinforce that fetal metabolic programming is affected by maternal nutritional imbalances even in early pregnancy. Energy metabolism-related pathways were over-represented in the cerebrum, liver, and muscle, suggesting a multi-tissue coordinated adaptive response mediated by differential gene expression. Likewise, pathways related to myogenesis seems to be negatively regulated in nutrient restricted fetuses. Factors affecting fetal muscle development can reduce animal performance, muscle growth, and consequently, meat production and quality^12^. Furthermore, fetal adaptive response by affecting insulin metabolism may adversely affect animal feed efficiency. It’s worth mentioning that due to the similarities underlying embryonic development in humans and cattle and the conserved genetic architecture of complex traits in both species^69^, our findings can help understanding the effects of maternal nutrition on human fetal development. Obesity, molecular disorders, and cardiovascular diseases later in life have been associated with pre-natal maternal stressors^8,70^. Pathways related to human diseases, such as maturity onset diabetes of the young and non-alcoholic fatty liver disease, were over-represented among the differentially regulated genes in our study. These findings reinforce the potential adverse effects of early maternal nutrient restriction on offspring health. Additionally, it suggests that pathways affected by maternal nutrition in cows are likely to be regulated similarly in humans.

Altogether, our data suggest that nutrient restricted animals will later in life be metabolically compromised, leading to long-term consequences probably across generations. Although the genetic basis of fetal programming is still under investigation, our results point to the key role of epigenetic mechanisms driving the genome regulation. We hypothesize that RES fetuses have impaired one-carbon metabolism, as demonstrated by the reduced availability of methionine in allantoic fluid^30^. Further research is warranted to investigate the role of non-coding RNAs and histone modifications in addition to DNA methylation as the mechanisms underlying fetal programming and the transmission of intergenerational effects.

## Conclusions

Our approach identified the complex gene network on day 50 of gestation that underlies cross-tissue communication in response to maternal nutritional restriction. We identified major regulators driving gene expression and found differences in the regulatory mechanisms involved with developmental programming between fetuses gestated in nutrient restricted and control dams. In particular, moderate dam nutrient restriction led to differential regulation of myogenic factors by the *ZBTB33* and *ZNF131* TFs that may negatively affect myogenesis. In addition to tissue-specific pathways, the over-representation of nutrient-sensing signaling pathways across tissues, such as mTOR, PI3K/Akt, and insulin, shed light on their role in fetal programming. Further research is still needed to determine the role of epigenetics and chromatin remodeling in developmental programming, their interplay with nutrition, and their impact on animal health and performance.

## Methods

### Animals, tissue collection, library preparation, and sequencing

All experiments and methods were performed in accordance with relevant guidelines and regulations. The experimental design, animal management, and tissue collection were approved by the North Dakota State University Institutional Animal Care and Use Committee and previously reported by Crouse et al.^17^. In brief, 14 Angus-cross heifers with average initial body weight = 313 ± 24.9 kg were randomly assigned at breeding to receive dietary intake of either 100% of energy requirement^71^ for 0.45 kg/day of body weight gain (control; CON, *n* = 7) or were fed a diet to delivery 60% of CON intake (restricted; RES, *n* = 7). The diet was delivered via total mixed ration (TMR), and consisted of grass hay, corn silage, alfalfa haylage, grain, and mineral mix. Dried distillers grains with solubles (53.4% NDF, 31.3% CP) were supplemented in addition to the TMR and fed to achieve the target nutrient content of the CON and RES diets^17^. The two nutritional levels supplied to the heifers were chosen to represent two nutritional states (weight gain versus maintenance) as well as conditions applicable to beef production systems.

On day 50 of gestation, cerebrum (*n* = 7/group), liver (*n* = 7/group), and muscle (*n* = 7/group) were collected from fetuses through ovariohysterectomy^72^. Tissue collection was performed at this time because fetal organogenesis have already finished and it is in the peak primary myogenesis^12^. The tissues were snap-frozen in liquid nitrogen, stored at − 80 °C, and later on, RNA isolation and sequencing were performed by the University of Minnesota Genomics Center (Minneapolis-St. Paul, MN), as reported elsewhere^17^. After RNA quality control, strand-specific RNA libraries were prepared, and sequencing was carried out on the Illumina HiSeq 2500 platform. Sequencing was pair-end (50-bp reads) at a depth of 2 × 10.4 M reads/sample in both forward and reverse directions^17^. Fetal sex was determined by PCR based on the hind limb DNA amplification of the *DDX3X* and *DDX3Y* genes located on the X and Y chromosomes. The PCR product was analyzed on agarose gel electrophoresis, where males showed two bands, and females resulted in only one. This analysis was based on the primers, and PCR parameters reported elsewhere^73^. Thus, were evaluated 6 males and 1 female in the CON group and 5 males and 2 females in the RES group.

### RNA-Seq data analyses and differentially expressed genes

Data quality control was performed with FastQC v.0.11.8^74^ (https://rb.gy/lxqcwa) and MultiQC v.1.8^75^ (https://multiqc.info/) software. Filtered reads were mapped to the bovine reference genome (ARS-UCD 1.2)^76^ and gene annotation file (release 100) from the *Ensembl* database. The STAR aligner version 2.7.3a^77^ (https://rb.gy/dlgdva) using the *–quantMode* GeneCounts flag was used to obtain the raw counts per gene.

The RStudio^78^ v. 1.1.442 environment for R^79^ v.3.5.1. was used for data analyses as described below. Post-mapping quality control was performed using MultiQC, NOISeq v.2.26.0^80^ (10.18129/B9.bioc.NOISeq), and edgeR v.3.24.0^81^ (10.18129/B9.bioc.edgeR). Read counts were transformed to counts per million (CPM), and lowly expressed genes (CPM < 1 in 80% of the samples) were filtered out. Gene expression normalization was performed under two approaches: (1) across all samples and the three tissues together and (2) across all samples but individually for each tissue. Both procedures were performed using the *VST* function from DESeq2 v.1.22.1^82^ (10.18129/B9.bioc.DESeq2). To control gene expression for sex effect, fetal sex was included in the DESeq2 model as a factor. Hierarchical clustering and Principal Component Analysis on normalized data were performed by using NOISeq v.2.26.0^80^ and DESeq2 v.1.22.1^82^. Normalized gene expression (*n* = 17,164) from the first approach was used to predict TS genes, to predict the key regulators (TFs), and to build the tissue-to-tissue network. On the second approach, besides removing genes with low expression based on the CPM criterion, genes with low dispersion after normalization were filtered out when the quantile dispersion measure was < 0.2. Further, the normalized data were used for tissue condition-specific networks construction, differential connectivity, and differential gene co-expression analyses. A summary of the workflow is shown in Fig. 1.

Differential expression analysis for the tissues and animals used here were reported elsewhere^17^. In brief, by using the Tuxedo Suite pipeline, the authors identified 373 DEGs between the CON and RES groups for fetal liver (*n* = 201), muscle (*n* = 144), and cerebrum (*n* = 28). Herein, these DEGs were used for further analyses.

### Identification of tissue-specific genes (TS)

The normalized expression was used to calculate a mean value for each gene from each tissue separately. To summarize the gene specificity among tissues, the Tau index (τ) was computed using the R-package tispec v.0.99.0^83^ (https://rb.gy/ch0h4w) considering the following Eq. ^23^:

$$\tau = \frac{{\mathop \sum \nolimits_{i = 1}^{n} \left( {1 - \hat{x}_{i} } \right) }}{n - 1 }$$

in which *n* is the number of tissues and $$x_{i}$$ is the gene expression in tissue *i*. Tau values range from zero (genes ubiquitously expressed) to one (TS genes)^84^. Accordingly, we defined the TS genes with τ ≥ 0.8^84^.

To support the gene tissue specificity analysis, we performed a TS over-representation analysis using TopAnat (https://rb.gy/6qvwla). This tool allowed us to identify where genes from a set are preferentially expressed^85^, considering the anatomical structures and the Uberon ontology annotations^86^. Thus, for each TS gene list, we used TopAnat based on bovine as the target species and the Begee database for *B. taurus* as background^85^.

### Identification of key transcription factors (TFs)

To identify TFs differentially regulating gene expression in CON and RES groups for each tissue, we used the regulatory impact factor (RIF) algorithms, RIF1 and RIF2^24^. These metrics assume that master regulators in a network change their behavior in different biological conditions contributing to differential gene expression^19,26^. RIF algorithm was implemented in FORTRAN 90 based on the source code available from the RIF’s main author^24^. The RIF1 score highlights regulators differentially connected to the targets, whereas RIF2 measures those TFs with the potential to act as predictors of target abundance^24,26^. To identify the regulators, we first downloaded 1396 TFs from the Animal Transcription Factor Database (Animal TFDB v3.0)^87^. After filtering out those TFs not expressed in our dataset, 1164 TFs were contrasted to a unique list of DEG and TS genes. The RIF comparisons were performed separately for each tissue, comparing CON *versus* RES groups.

### Gene networks

To determine the co-expression profile of gene pairs across tissues and experimental groups, we used the partial correlation and information theory (PCIT) algorithm^28^. FORTRAN 90 source code to perform the PCIT algorithm is available as Supplementary File 1 at https://rb.gy/vyfqrv. This approach compares all possible triplets of genes by exploring the concepts of partial correlation and mutual information reporting the significantly correlated pairs after accounting for all the other genes in the network^19,28,88^. For the tissue-to-tissue network inference, all the genes (*n* = 1,160) selected as DEG, TS genes, or TFs from the previous analyses were used considering all animals and tissues together. Significant co-expressed pairs were determined based on partial correlation values greater than |0.9| (*p* < 0.01).

To shed light on the coordinated gene expression and identify the conditional regulatory relationships underlying the differences between RES and CON groups, a differential gene co-expression network analysis was performed by using the R-package DGCA v.1.0.2^22^ (https://rb.gy/qadgby). To this end, all the genes kept after filtering and normalization (cerebrum, *n* = 11,432; liver, *n* = 10,146; and muscle, *n* = 11,439) were used. Significantly correlated gene pairs were determined based on the adjusted p-values (*q* ≤ 0.05). The DC gene pairs were grouped in one of the eight differential correlation classes proposed by McKenzie et al.^22^. These classes (+/+ ; +/− ; +/0; − /− ; −/+ ; −/0; 0/+ ; 0/−) show the correlation signal [positive, negative, or not significant (0)] for each gene and condition when contrasting the groups (CON *versus* RES).

To identify changes in the gene network topology between conditions, we used PCIT to build CON and RES networks separately for each tissue from the same dataset used for DGCA analysis. Significantly correlated pairs were selected when DEGs or TFs were present and showed a partial correlation greater than |0.9| (*p* < 0.01). To explore the DK genes between the maternal dietary intake conditions, we first standardized the connectivity (K) measures for each network by dividing each gene connectivity by the maximum connectivity^25^. Next, the DK measure was defined as $$DK_{i} = K_{CON} \left( i \right) - K_{RES} \left( i \right)$$. To assign a significance level, each score was transformed into a *Z-score,* and values located ± 1.96 from the standard deviation (SD) were considered significant (*p* < 0.05). The DyNet^27^ Cytoscape plugin v.1.0 (https://rb.gy/9vp9js) was used to visualize the most rewiring nodes between the conditions considering the Dn-score. This score ranks the variability of connections and highlights the most rewired nodes based on a central reference network^27^ constructed from the union of RES and CON networks. Networks were visualized in Cytoscape (v.3.7)^89^ (https://cytoscape.org/). Highly connected genes or “hubs” were defined considering the degree measure (2 SD, *p* < 0.05) retrieved from the Cytoscape Network Analyzer tool v.2.7^90^ (https://rb.gy/twossl).

### Functional over-representation analyses

We carried out functional over-representation analyses to identify the biological process and pathways underpinning relevant functions related to fetal programming. The gene lists from DEG, TS, and TF analyses were queried by using ClueGO v. 2.5.7 (https://rb.gy/x5cb7q), considering a cluster analysis framework^91^. This approach allowed us to underline specific and common biological functions within and among gene lists for each tissue. To reduce the redundancy of the GO terms, we applied the fusion of similar biological processes. Likewise, the terms were grouped based on the kappa score = 0.4. Significant results were taken considering the group *p*-value after Bonferroni step down correction (*adj.pvalue* ≤ 0.05). Pathway analysis was performed for DC genes by using the ShinyGO v0.61^92^ (https://rb.gy/o97axc). This analysis was performed separately for each tissue considering the *B. taurus* annotation as background and *adj.pvalue* ≤ 0.05 as significant.

## Supplementary Information

Supplementary Figures.

Supplementary Table.

Supplementary Table.

Supplementary Table.

Supplementary Table.

## Data Availability

All relevant data are within the paper and its Supplementary Information files. All sequencing data is publicly available on NCBI’s Gene Expression Omnibus through GEO Series accession number GSE154299 (Bioproject PRJNA645822). All additional datasets generated and analyzed during this study are available from the corresponding author.

# Supplementary material for: Cerebrum, liver, and muscle regulatory networks uncover maternal nutrition effects in developmental programming of beef cattle during early pregnancy
**Source:** Sci Rep. 2021 Feb 2;11:2771. doi: 10.1038/s41598-021-82156-w
**Supplement:** Supplementary file 1 — Supplementary Figures.

# Cerebrum, liver, and muscle regulatory networks uncover maternal nutrition effects in developmental programming of beef cattle during early pregnancy

Wellison J. S. Diniz<sup>1\*</sup>, Matthew S. Crouse<sup>2</sup>, Robert A. Cushman<sup>2</sup>, Kyle J. McLean<sup>3</sup>, Joel S. Caton<sup>1</sup>, Carl R. Dahlen<sup>1</sup>, Lawrence P. Reynolds<sup>1</sup>, Alison K. Ward<sup>1</sup>

## SUPPLEMENTARY FIGURES

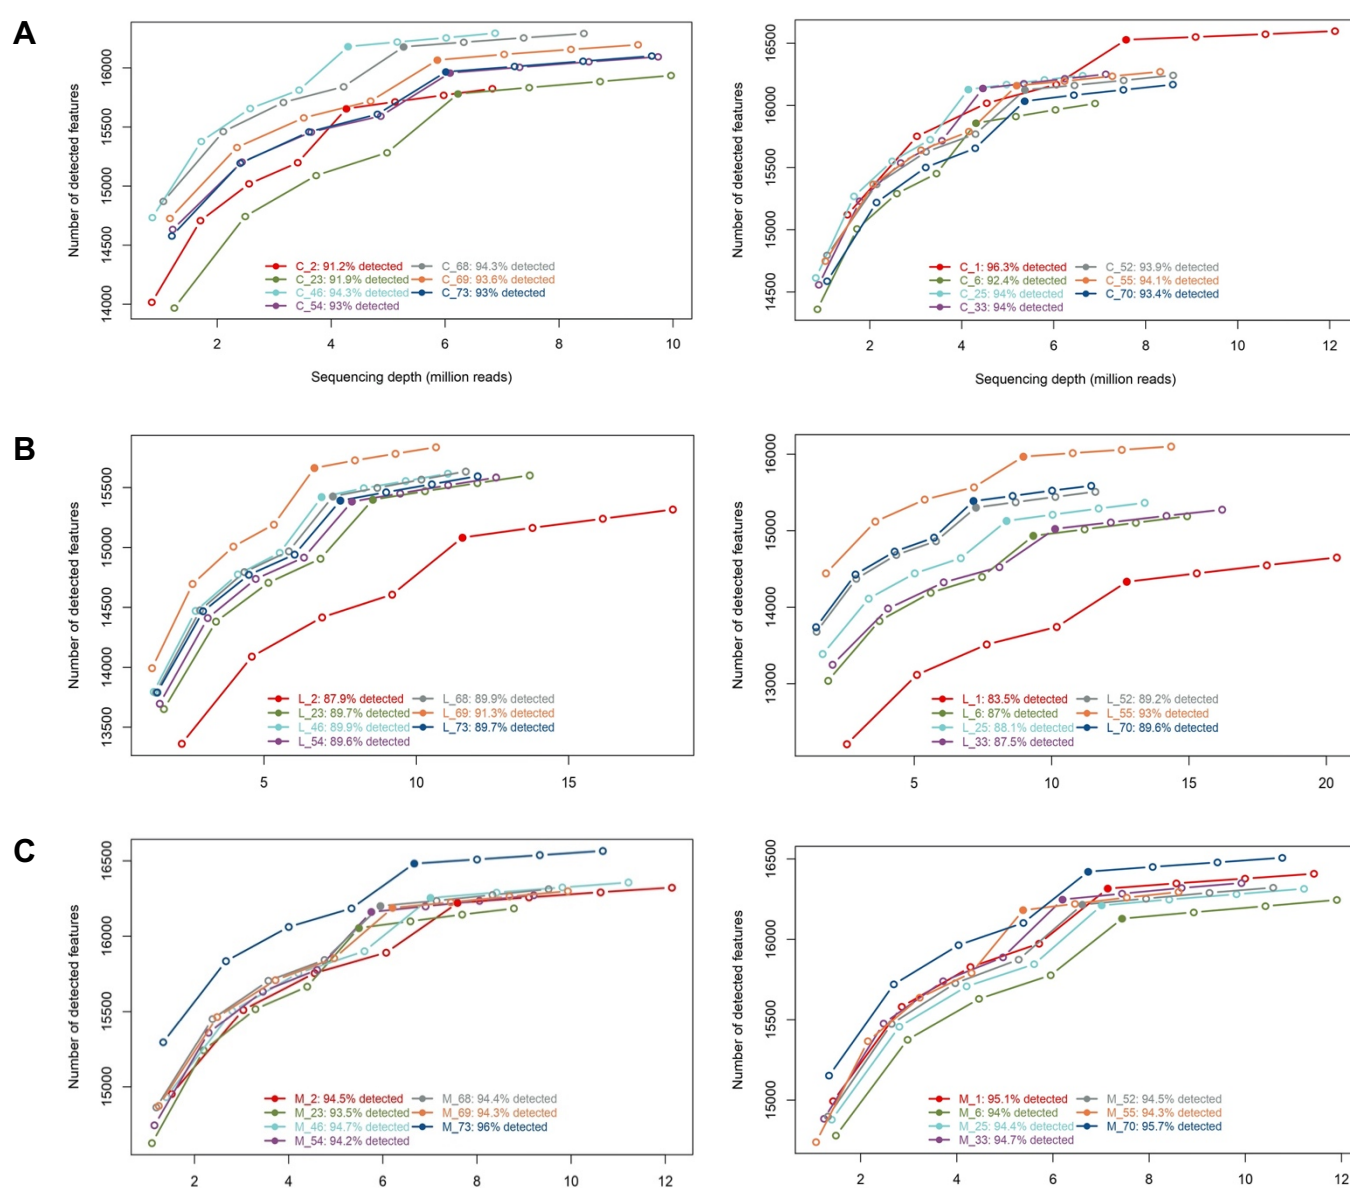

**Figure S1.** Saturation curve of the cerebrum (A), liver (B), and muscle (C) RNA-Seq data. The plot shows the number of detected genes represented as full dots (y-axis) and the new detections per each million of additional reads sequenced (x-axis) at increasing sequencing depths for different samples after removing the lowly expressed genes. The plot was created using NOISeq v.2.26.0 on R environment.

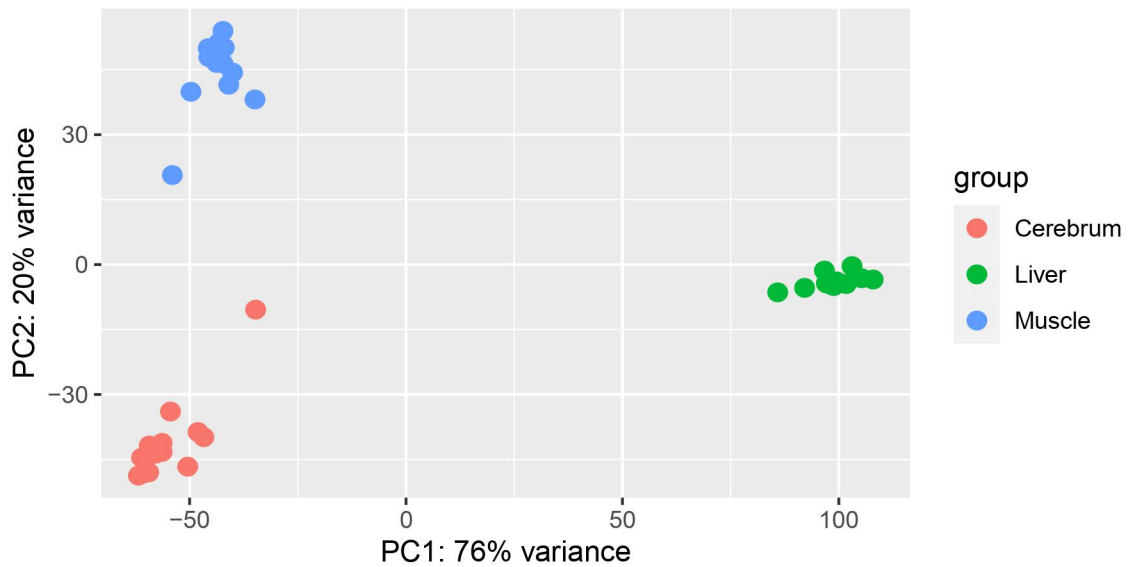

**Figure S2.** PCA analysis from RNA-Seq data of 17,164 genes across three tissues and 42 samples. Each dot represents one tissue from one animal. The plot was created using DESeq2 v.1.22.1 on R environment.

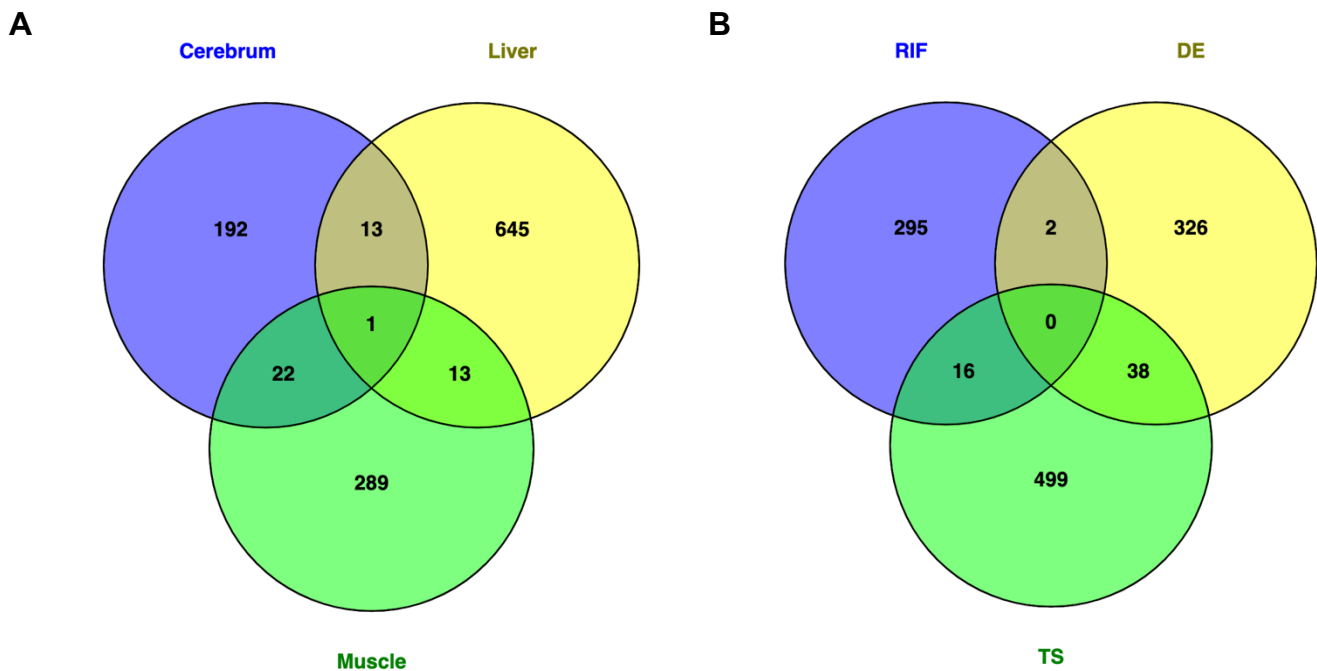

**Figure S3.** Venn diagram of 1,160 unique genes used for tissue-to-tissue network construction overlapped by tissue (**A**) and category (**B**). The genes from cerebrum ( $n = 228$ ), liver ( $n = 672$ ), and muscle ( $n = 325$ ) were prioritized considering the following criteria: (1) differentially expressed between RES and CON groups; (2) tissue-specific; and (3) key TFs based on RIF1 or RIF2. Venn diagram was created using Venny v.2.1. (<https://rb.gy/jxxufy>).

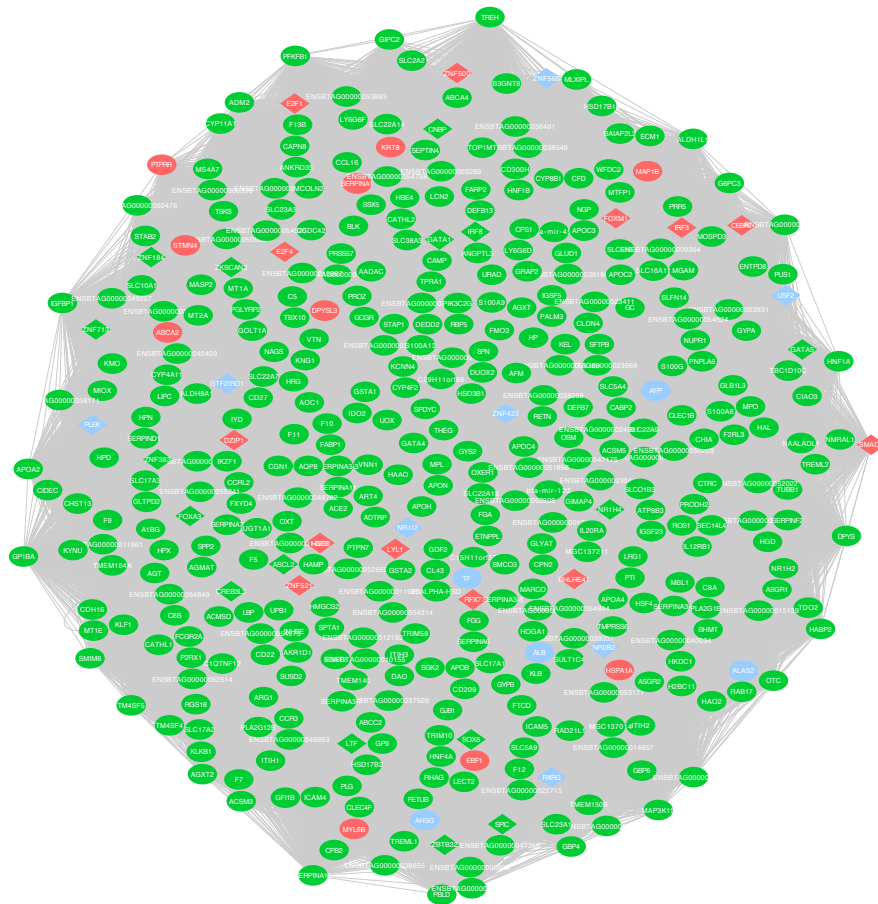

**Figure S4.** Gene co-expression sub-network with 427 nodes and 81,308 interactions from the first neighbors of the *GATA1*, *HSF2*, and *PLEK2* transcription factors. Only nodes with a correlation greater than  $|0.9|$  are shown. Nodes are colored considering their tissue (cerebrum, liver, and muscle). Overlapped genes between analysis were colored based on the tissue with its maximum expression. Transcription factors are represented by a diamond shape. Gene network was created on Cytoscape v.3.7.

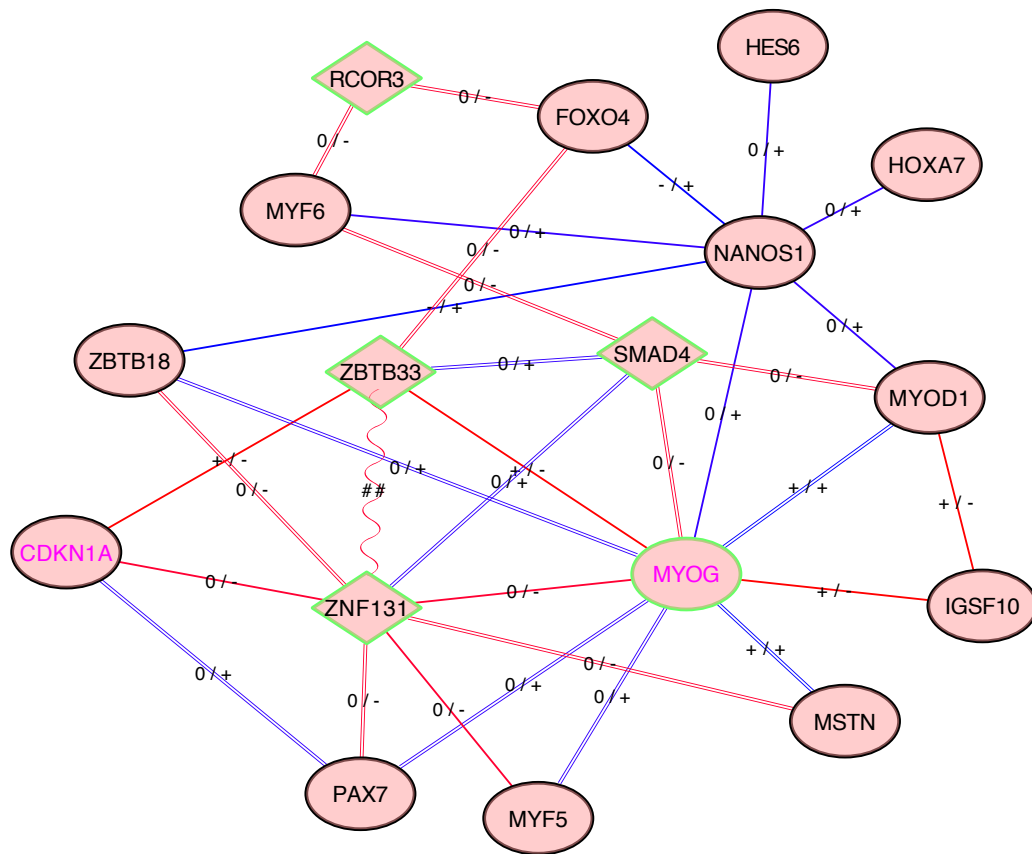

**Figure S5.** Gene co-expression network of myogenic factors. Differentially expressed nodes are labeled in pink. Differentially connected nodes have green borders. Transcription factors are represented by a diamond shape. Single line edges are based on the differential gene co-expression analysis, whereas the double lines are based on the tissue condition-specific network (PCIT). Red and blue lines represent negative or positive correlation between CON and RES groups, respectively. ##based on Robinson et al. (2017, Doi: 10.1016/j.bbrc.2017.09.007). Gene network was created on Cytoscape v.3.7.

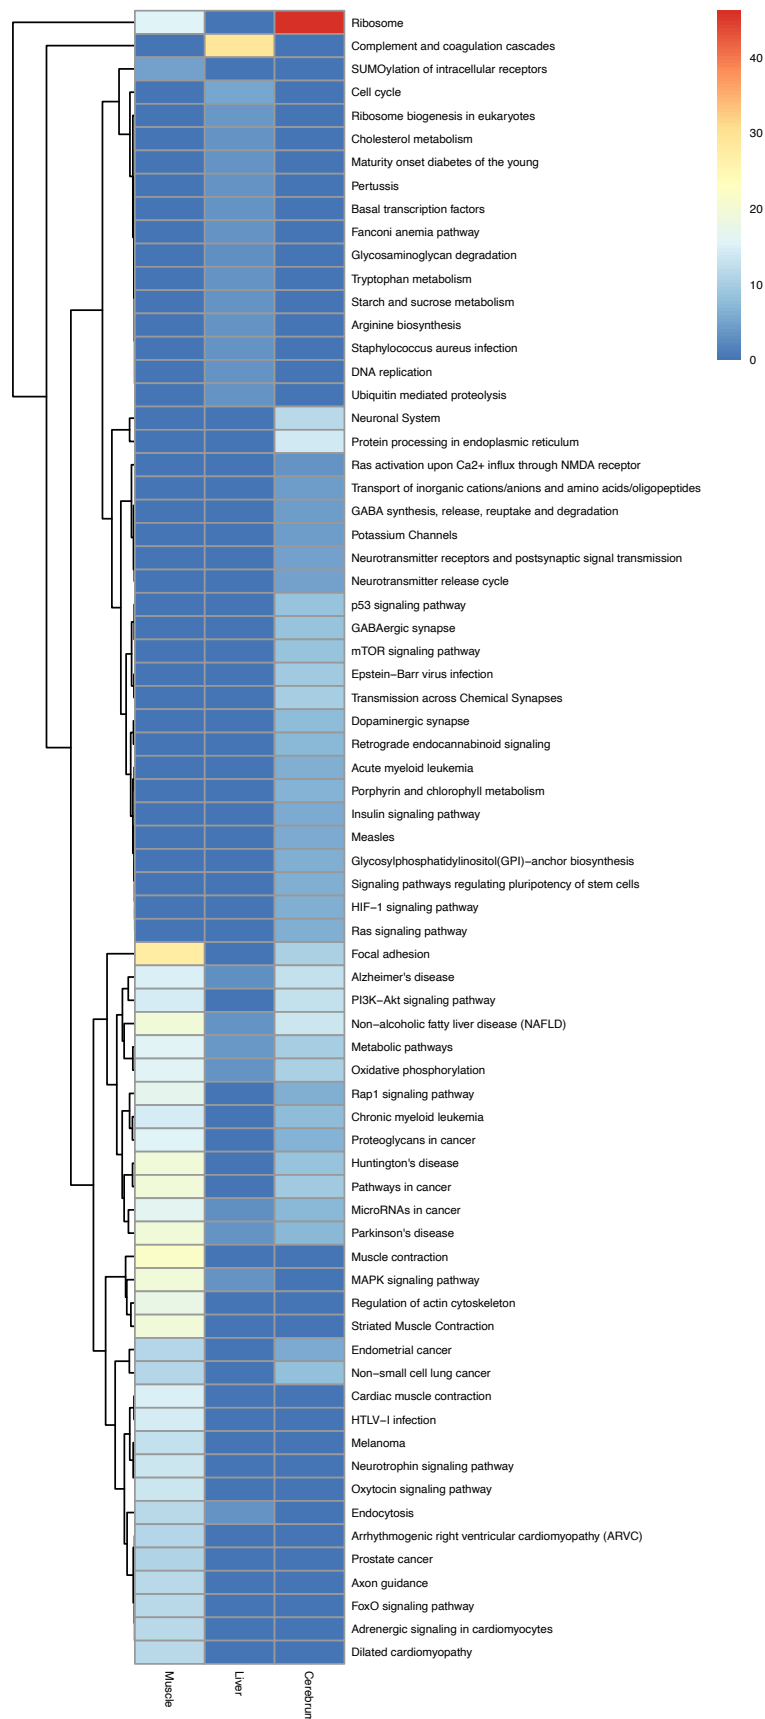

**Figure S6.** Heat map of over-represented signaling pathways of co-expressed genes from the cerebrum, liver, and muscle tissues. The matrix is color-coded based on the  $-\log_{10}$  (adjusted p-value) according to the legend. Heatmap was constructed using pheatmap v.1.010. on R.

How the deposited data were processed for this re-analysis (not part of the article)

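RNA-Seq libraries of the cerebrum, liver and hind limb muscle were analysed for 14 bovine fetuses at day 50 of gestation, 7 from control dams (CON) and 7 from nutrient restricted dams (RES). The authors mapped the reads with STAR and counted reads per gene with its GeneCounts option. The deposited values are these counts for 22,664 genes in 42 libraries, without normalization. Each of these genes had at least 1 count in some library, so genes without any count are not among them. Every column was mapped to its tissue, diet and animal through the labels of the libraries, and no library duplicated another. The strand column that the authors kept from the counter is not named in the paper's text. The sex of each fetus was taken from the labels of the libraries, with 6 males and 1 female in CON and 5 males and 2 females in RES, the group totals that the paper also gives.

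The libraries held a median of 5,322,765.5 counts in the cerebrum, 8,130,072.5 in the liver and 6,644,024.5 in muscle. These totals limit the precision for weakly expressed genes. A share of 3 counts was taken as the smallest that a library can show, and counting error is only a part of the spread between the fetuses.

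The tools were R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. A gene was left out when its CPM was below 1 in at least 80% of the libraries, by tissue or over the 3 tissues together. Differential expression between diets was tested within each tissue with edgeR's quasi-likelihood test on TMM-normalized counts, with fetal sex as a covariate and Benjamini-Hochberg adjustment. The diet by tissue interaction was tested over all 42 libraries with sex, tissue and diet in the model. Expression of single genes is given as log2 CPM with TMM factors and a prior count of 1.

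Correlations used DESeq2's variance stabilizing transformation (VST), fitted with sex and diet within a tissue, or with sex, tissue and diet over the 3 tissues, and not blind to the design. Fitting sex in this model does not remove sex differences from the values. Genes in the lowest 20% of the ratio of variance to mean were removed before the analyses within a tissue. Differentially co-expressed (DC) pairs were those with an adjusted p of at most 0.05 for the difference of Fisher-transformed Pearson correlations, over all pairs of the tissue. Hubs were genes with more DC pairs than the mean plus 2 SD. Networks held edges past |0.9| that the partial correlation and information theory filter (PCIT) kept, and differentially connected (DK) genes had a z-score of at least 1.96 in size. Tau used tissue means in 10 bins of equal size with a threshold of 0.8. Regulatory impact factors were expressed as z-scores over all retained genes. The paper's lists of DEGs, TS genes and key TFs served as targets and filters, since no gene passed the adjustment in the edgeR test. Symbols came from the supplementary tables and cover 5,532 genes. The mitochondrial share is that of 12 protein-coding genes with a symbol, and other genes of the mitochondrial genome, such as those of its ribosomal RNAs, are among the counts outside it where they were counted. Genes without a symbol there, among them *AKT1*, *EIF4EBP1* and *MYF6*, are not analysed here by name, and pathway over-representation is not analysed here.

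Gene pairs named by the paper were tested exactly, except those with a gene without a symbol, such as *AKT1* or *EIF4EBP1*. Correlations within a diet used all 5,040 pairings of the 7 fetuses, and the difference between diets used all 3,432 splits of the 14 fetuses with values centred within the groups, two-sided, with adjustment over the 35 pairs. The smallest p of the difference is 0.000583. Results of fits across many genes were also computed for other splits of the 14 fetuses into groups of 7, with 99 drawn splits beside the diets, or 25 in all for the interaction.

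Genes named in the text were chosen by a rule set before the data were examined, as were 93 of the alternative settings, the model and the marker lists of cell types. Named are all genes that the paper's results, discussion or legends name and that have counts, the 3 genes per tissue and direction with the lowest adjusted p past 0.05 in the edgeR test (there were none), the 5 genes with most DC pairs per tissue, and the marker genes. The alternatives were DESeq2's Wald test, DESeq2's size factors, no sex covariate, no filter and a stricter filter on low counts, log2 CPM or blind VST, values with sex differences removed, no dispersion filter, edges past |0.95|, no PCIT filter, Spearman's rho, DEGs only as targets of the regulatory impact factors, other bins for Tau, a block for the animal, and the omission of each fetus. Settings added after seeing the data are named as such where they appear.

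The fits of expression were tested on counts simulated from the deposited libraries, and the correlation steps on random values. Among genes given a 2-unit change in log2 expression, edgeR recovered 84.6% in the cerebrum, 91.8% in the liver and 93.4% in muscle, and called 11, 8 and 7 unchanged genes. Smaller changes, such as the estimate of 0.49 for *CDKN1A* in muscle, were not simulated, so that the power for these is not known. Counts were drawn independently for each gene, without outlying libraries. Without any change it called 0 genes in every tissue, while DESeq2's Wald test called 9, 15 and 13. The interaction test recovered 65.5%. For DC pairs, 100 simulated pairs had an almost perfect correlation in 1 diet and its reverse in the other, among otherwise independent genes. All 100 were found, together with 50 other pairs of the 499,500 tested, and 2 pairs were called among independent genes. These counts tell little about weaker differences, or about false calls among correlated genes. The exact test of the difference between diets was past 0.05 for 4.0% of simulated pairs without correlation, for 5.0% of pairs with an r of 0.9 in both diets, and for 96.67% of pairs with an r of 0.9 in 1 diet and -0.9 in the other.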

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

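The 6 groups of 7 libraries, 1 per tissue and diet, were searched for a library far from the rest of its group, in 18 measures of each library and in the expression of 29 genes named in the text. A library counted as far when its gap to the nearest other library was above Dixon's 95% critical value as a share of the range of the group. This held in 35 of the 166 groups of values tested, where 8.3 would be found by chance. Apart from the tests of connective tissue in the cerebrum, of nerve tissue in muscle and of single fetuses on the number of DC pairs in the cerebrum, all tests below were chosen only after the result was seen.

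The cerebrum library of RES fetus 1 was far from the others in 13 measures. It had 7,576,159 counts, against 4,145,093 to 5,376,122 in the other RES cerebra. The 10 genes with most counts took 15.1% (others 4.49% to 6.07%), mitochondrial genes 14.7% (2.73% to 5.01%) and ribosomal protein genes 5.43% (2.20% to 3.42%). Its correlation with the median profile of the cerebrum was 0.870 (others 0.979 to 0.994), and its scores on the first and second principal components were -46.97 (others -113.2 to -95.6) and -4.33 (others -83.7 to -61.6). The marker score of muscle fibre was 2.64 (others -0.39 to 0.70) and that of the meninges 3.88 (others 0.15 to 1.29), on a log2 scale. The log2 CPM was 6.64 for *ZNF395* (others 5.44 to 5.71), 6.28 for *ELAVL4* (7.63 to 8.34), 5.10 for *PAK5* (6.43 to 7.16) and 5.09 for *SLC17A6* (6.62 to 7.09). Low depth goes against the data, since 13 cerebrum libraries had a lower total count. An exchange with a library of another tissue is unlikely, since the correlation of 0.870 with the cerebrum was above those with muscle (0.860) and liver (0.686). In the other cerebrum libraries, however, the lowest correlation with the cerebrum was 0.941 and the highest with muscle was 0.800. RNA of other tissues in the library remains a candidate explanation: of 8 marker sets of other tissues, 7 had their highest score of the 14 cerebra in this library, and both neural sets had their lowest. Whether such RNA came from the dissection or from a difference in the fetus was not tested.

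Results of the cerebrum were recomputed with this library in mind. Of the 23 genes of the paper's DEG list with an unadjusted p under 0.05, 4 kept such a p without RES fetus 1, at least 22 without any other RES fetus and at least 19 without any CON fetus. With a marker score as a covariate, 7 of the 23 kept it for connective tissue, 11 for peripheral nerve, 4 for muscle fibre, 3 for the meninges and 1 for hepatocytes without listed genes, and with the mitochondrial share 5 did. In 25 of the 26 listed genes with counts, the mean was highest outside the cerebrum, against 62.6% of the other genes (odds ratio 14.9, Fisher's exact test over genes, two-sided, p = 0.000132). The mean was highest in muscle for 16 of the 26, against 25.8% of all genes, and in the liver for 9, near the share among all genes (36.9%). Of the genes that the paper lists as specific to muscle, 72.7% had their highest value of the 14 cerebra in this library, as did 48.6% of those specific to the liver and 22.8% of all genes. The excess was thus larger for muscle than for the liver, while the hepatocyte score left fewer of the differences than any other covariate run, so that RNA of the liver is not excluded. The RES network of the cerebrum had at most 0.676 times the edges of the CON network when this fetus and 1 CON fetus were left out. The DC pairs with a ribosomal protein gene and a negative correlation in RES had a median r of -0.455 without this fetus, against -0.937 to -0.922 without any other RES fetus. These values are consistent with non-neural RNA in this library as a source of the listed expression differences, the higher number of RES edges and the negative correlations of ribosomal protein genes. Over the DC pairs of the cerebrum with r below 0 in RES, the median was -0.564 without this fetus and -0.922 to -0.912 without any other. Without this fetus 5,794 DC pairs were found, and 0.78% of the pairs of all 14 fetuses were among them. Without any other fetus, at least 99,567 were found, with at least 12.65% of those pairs. The number of DC pairs thus depended on this library more than on any other, although leaving out a fetus changed it more than 1.5-fold for 7 of the 14 fetuses. The hubs *ELAVL4*, *PAK5* and *SLC17A6* fell from 926, 886 and 590 DC pairs to 1, 1 and 0 without RES fetus 1 and to 6, 55 and 6 without CON fetus 23.

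In the cerebrum of CON fetus 23, the 10 genes with most counts took 13.4% (other CON cerebra 4.44% to 7.64%) and ribosomal protein genes 5.84% (2.20% to 3.50%). Its correlation with the median profile was 0.941 (others 0.973 to 0.990), and the log2 CPM was 9.70 for *ELAVL4* (7.76 to 8.26) and 7.39 for *SLC17A6* (6.54 to 6.88). The cerebrum of CON fetus 46 had a score of -59.1 on the second component (others -81.1 to -79.2). No technical or biological explanation was tested for these libraries.

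In the liver of CON fetus 2, total counts were 11,515,157 (other CON livers 6,658,218 to 8,577,318), the 10 genes with most counts took 50.4% (27.4% to 32.1%), mitochondrial genes took 44.9% (4.04% to 16.4%), and the hepatocyte score was 10.2 (10.6 to 10.9). In the liver of RES fetus 1, the 10 genes with most counts took 70.2% (other RES livers 25.3% to 44.4%). The mitochondrial share of the 14 livers was then tested against possible sources. The difference between diets had an exact permutation p of 0.280, two-sided. The share rose with the total count (Spearman's rho 0.943, permutation test, two-sided, p = 2e-05, and Pearson's r 0.951, p = 1e-05, the smallest the permutations can give), but the total holds the mitochondrial counts, so the relation to depth cannot be told apart from the share itself. The number of reads sequenced that the paper lists holds the mitochondrial reads as well, so it adds no independent evidence. With it, rho was also 0.943 (p = 2e-05, adjusted p = 9e-05 over the 9 relations computed), r was 0.918 (p = 1e-05, adjusted p = 4.5e-05), and without the 2 livers farthest from the median r was 0.859. The share is that of the 12 mitochondrial genes with a symbol, and counts of any others are among the rest. Counts outside the 12 genes differed at most 1.91-fold between livers, from 4,110,725 to 7,841,602, but the total counts, from 6,658,218 to 12,741,299, were hardly less even. The counts outside fell as the share rose by r (-0.535, permutation p = 0.0311, adjusted p = 0.0559) and less so by rho (-0.266, p = 0.359), with an r of -0.026 without the 2 farthest livers. Whether mitochondrial reads came on top of an even number of other reads or displaced them cannot be told apart here. For a property common to the tissues of a fetus, the shares in liver and cerebrum had a rho of 0.437 (permutation p = 0.120, adjusted p = 0.215) and an r of 0.645 (permutation p = 0.00713, adjusted p = 0.0160). The r fell to 0.178 without the 2 farthest fetuses, which are fetuses 1 and 2. Fetus 1 had the highest share in each of the 3 tissues (67.7% in liver, 14.7% in cerebrum and 4.03% in muscle) and fetus 2 the second highest in liver and cerebrum (44.9% and 6.89%), so that such a property is not excluded for these fetuses. As a covariate, the share left 49 of the 173 listed DEGs of the liver with an unadjusted p under 0.05, so that it may account for a part of these differences. This was not particular to the share, since the score of the meninges left 6 of the 173, connective tissue 50, hepatocytes 110, muscle fibre 146 and peripheral nerve 173. Taken out of the values, the share left 84.6% of the liver DC pairs with their difference and a ratio of RES to CON edges of 1.12. The edges themselves fell from 402,117 to 50,542 in CON and from 467,298 to 56,612 in RES, so that the networks, though not their ratio, may depend on variation that goes with the share. With 1 CON and 1 RES fetus left out, the ratio was 1.72 to 2.23 in the combinations without CON fetus 2 and 0.808 to 1.33 in the others, so that the gain of edges in RES was larger without this library.

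The muscle library of CON fetus 73 had scores of -75.4 on the first component (other CON muscles -56.6 to -50.4) and 50.7 on the second (87.4 to 96.5), and a correlation with the median muscle profile of 0.957 (0.992 to 0.995). The log2 CPM was 5.48 for *HACD3* (4.70 to 4.93), 5.11 for *ELK3* (5.51 to 5.77) and 2.47 for *FOXO6* (-0.49 to 0.52). Of the 109 cerebrum-specific genes of the paper that were retained, 84 had their highest value of the 14 muscles in this library, against 15.8% of all genes, and its correlation with the cerebrum was 0.848, against at most 0.791 in the other muscles. Of the 70 muscle DEGs of the paper with their highest mean in the cerebrum, 65 peaked in this library, against 5 of the other 71. Neural RNA in this library may therefore contribute to the listed muscle differences. Peripheral nerve or ganglion tissue was not separated by its test. With the nerve score as covariate, 18 of the 18 listed genes with an unadjusted p under 0.05 kept it, but the score was alike in both diets (5.04 in CON and 5.03 in RES, exact permutation p = 0.974) and could hardly remove a difference, and the other listed genes of the 137 tested did not enter. Whether the neural RNA came from the dissection was not tested. With 1 CON and 1 RES fetus left out, the ratio of RES to CON edges in muscle was 2.63 to 3.60 in the combinations without CON fetus 73 and 1.01 to 1.57 in the others, so that the gain of edges in RES was larger without this library.

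Single values were far from the rest in 5 other groups. They were a connective tissue score of 3.41 in the liver of CON fetus 68 (others 2.48 to 2.81), a cartilage score of 0.72 (-1.02 to -0.36) and a ventral forebrain score of -1.24 (-2.08 to -1.74) in the liver of RES fetus 55, a score of -41.4 on the first component in the muscle of RES fetus 6 (-57.9 to -51.6), and a hepatocyte score of 0.48 in the muscle of RES fetus 70 (-1.67 to -1.05). Over all 166 groups chance gives 8.3, and no explanation was tested for these values.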

How the results depend on the processing

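The following settings were chosen only after the result was seen: a marker score or the mitochondrial share as a covariate, 1 CON and 1 RES fetus left out, correlations within tissues, the tissue-to-tissue network without the cerebrum library of RES fetus 1, another background for the ribosomal protein genes and the omission of each fetus for their odds ratio, a CPM of at least 1 in at least 2 or at least 7 libraries, and no dispersion filter for edge ratios and DK genes. Setting aside the omission of fetuses, 124 alternatives of the main results were run, and 102 left the result unchanged by the criteria used, while 20 moved it, 1 reversed it and 1 weakened it. For named genes and pairs, 454 alternatives gave 415 unchanged, 30 moved, 6 weaker and 3 reversed results. The cause of each change below was not tested.

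DESeq2's Wald test gave 78 differentially expressed genes in the liver, 14 in muscle and 0 in the cerebrum. EdgeR gave 0 in each tissue with DESeq2's size factors, without the sex covariate, and with no filter or the stricter filter on low counts. At an unadjusted p under 0.05, the main edgeR fit gave 386 genes in the cerebrum, 3,260 in the liver and 1,481 in muscle. Without the sex covariate these were 358, 1,347 and 1,050. Under the other edgeR settings they were 261 to 740, 2,914 to 3,667 and 1,410 to 1,627. With a marker score or the mitochondrial share added as a covariate, edgeR gave 1 gene in the cerebrum for the meninges score, 1 for the muscle fibre score, and 3 in muscle for the mitochondrial share. On simulated data without any change, DESeq2 called 15 genes in the liver and 13 in muscle. The count of interaction genes was 0 under each setting, with 897 genes at an unadjusted p under 0.05, or 632 under the stricter filter. The tissues of a fetus shared little beyond their groups. The mean correlation of deviations within a fetus was 0.077 for cerebrum and liver, 0.057 for cerebrum and muscle and 0.098 for liver and muscle. For different fetuses of the same diet it was -0.013, -0.01 and -0.017. With a replicate block for the animal the count of interaction genes was also 0 (563 at an unadjusted p under 0.05).

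The first principal component held 63.0% with log2 CPM and 76.2% with the 500 most variable genes, against 63.4% (SD 0.344 over the omission of each fetus). Tissue-specific genes numbered 0 on means without bins and 263 under the stricter filter, against 648.

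Values with sex differences removed gave 769,333 DC pairs in the cerebrum, 3,926 in muscle, and a ratio of RES to CON edges of 0.778 in the liver, against 319,359, 19,784 and 1.16. In the liver, DC pairs numbered 6,590 without the dispersion filter and 7,049 under the stricter filter, against 3,734. Across the fits that each left out 1 fetus, DC pairs ranged from 5,794 to 405,837 in the cerebrum, from 494 to 121,538 in the liver and from 6,192 to 60,031 in muscle. Spearman's rho gave a ratio of 1.13 in the cerebrum and 3.33 in muscle, against 2.49 and 1.42. With 1 CON and 1 RES fetus left out, the ratio fell to 0.401 in the cerebrum and 0.808 in the liver, both reversed, and rose to 2.23 in the liver, without CON fetus 2, and 3.60 in muscle, without CON fetus 73. The number of DK genes stayed within 1.5 times its value under each setting run, which says little, since it was near its highest possible value in the cerebrum (66 of 77) and muscle (177 of 224), and the drawn splits of the fetuses had medians of 63, 147 and 155.

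TFs of the cerebrum past 1.96 numbered 22 with DEGs only as targets and 30 with log2 CPM, against 52. The tissue-to-tissue network had 62,678 edges past |0.95|, 5,935 with Spearman's rho and 1,589 with correlations within tissues, against 104,843, and 107,730 without the cerebrum library of RES fetus 1. The odds ratio of ribosomal protein genes was 1.83 (Fisher's exact test, p = 0.384) with genes named outside the cerebrum table of DC pairs as background, against 7.23, and 10.4 with log2 CPM, 8.04 with sex differences removed and 15.6 without the dispersion filter, which share the selection of genes by symbol described with this result. Across the fits that each left out 1 fetus other than RES fetus 1, it ranged from 4.00 to 19.5. Without RES fetus 1 it was 0.0, but only 174 filtered pairs were left. Few of the 33 ribosomal protein genes could appear in these, so that this value tells little. Over all DC pairs the odds ratio could not be given, since all 33 ribosomal protein genes were in a pair.

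Of the 35 named pairs tested, which the paper chose from the same data, 24 differed between diets after adjustment. With each fetus left out 22 to 25 did, with log2 CPM 22 and with sex differences removed 20. Connectivity in RES minus CON reversed for *HSF1* in the liver, to -1,052 with sex differences removed, and for *GATA1* in the liver, to -9 with edges past |0.95| and -87 with sex differences removed. With 7 fetuses per diet, a correlation within a diet rests on few values. The depth limits genes near the filter, such as *FOXO6* in muscle, whose mean log2 CPM was under 1 in both diets.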

Differences from the paper's values

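In differential expression, the number of genes past an adjusted p of 0.05 was 0 in the cerebrum against the paper's 28, 0 in the liver against the paper's 201, and 0 in muscle against the paper's 144 (386, 3,260 and 1,481 genes had an unadjusted p under 0.05). The paper took its numbers from an earlier study of these animals, which used the Tuxedo Suite pipeline. That pipeline was not rerun, so that the counts compared come from different methods. None of the alternatives set before the data were examined closed these gaps. DESeq2's Wald test gave 0, 78 and 14 genes, and DESeq2 size factors in the edgeR fit, no sex covariate, no filter on low counts and the stricter filter gave 0 in each tissue.

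The RES network of the cerebrum had 78,888 edges against the paper's 48,662. For the networks of each diet, the paper's methods name a partial correlation past |0.9|, while the threshold was put on Pearson's r here. Whether this accounts for the differences in edges was not tested. Of the alternatives set before the data were examined, log2 CPM in place of VST gave 66,922 edges, within 1.5 times the paper's value, and edges past |0.95| (24,261), no PCIT filter (78,888), Spearman's rho (22,769) and values with sex differences removed (94,969) did not come as close. After seeing the values, a filter of CPM of at least 1 in at least 7 libraries was added, which gave 67,726, within 1.5 times the paper's value.

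The CON network of the liver had 402,117 edges against the paper's 231,270. The same difference between partial correlation and Pearson's r applies to the liver networks. With Spearman's rho it had 263,095, within 1.5 times, while edges past |0.95| (143,328), no PCIT filter (402,117), log2 CPM (393,618) and values with sex differences removed (382,254) were not. The RES network of the liver had 467,298 edges against the paper's 261,099. Edges past |0.95| (183,053), Spearman's rho (370,286) and values with sex differences removed (297,366) were within 1.5 times, and no PCIT filter (467,298) and log2 CPM (458,490) were not.

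The TFs past 1.96 numbered 52 in the cerebrum against the paper's 90, and 51 in the liver against the paper's 129. DEGs only as targets gave 22 and 48, log2 CPM gave 30 and 54, and values with sex differences removed gave 44 and 37, and none of these alternatives set before the data were examined closed the gap. Only TFs listed by the paper were counted, of which 77 in the cerebrum, 118 in the liver and 112 in muscle could be tested (83, 120 and 117 with sex differences removed), so that these counts were limited to values below the paper's. The z-scores also used all retained genes as the reference in place of the paper's TFs, so that the 2 counts are not of the same kind.

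The size of the RIF1 z-score of *GATA1* in the cerebrum was 3.34 against the paper's 3.85, with 3.16 for DEGs only as targets, 1.24 for log2 CPM and 2.18 with sex differences removed, and its sign was negative as in the paper. That of *HOXA4* in the liver was 0.268 against the paper's 6.88, with 0.222, 0.180 and 0.114 under the same alternatives, and its sign was positive here and negative in the paper. None of these alternatives, which were set before the data were examined, closed the gaps.

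Some values that did not differ by the criteria used were reached more closely under another setting. The first 2 principal components held about 76% and about 20% in Fig. S2, read by eye, and the 500 most variable genes gave 76.2% and 20.7%, where all retained genes gave 63.4% and 23.1%. A CPM of at least 1 in at least 2 of the 42 libraries, a setting chosen after seeing the values, kept 17,164 genes, which is the paper's 17,164, where 15,972 were kept here. The genes tested for differential co-expression numbered 12,120 in the cerebrum, 10,821 in the liver and 11,957 in muscle, against the paper's 11,432, 10,146 and 11,439. A CPM of at least 1 in at least 7 libraries, chosen after seeing the values, gave 11,408, 10,083 and 11,421. With it the cerebrum had 29,503 CON edges, where the main filter gave 31,636 and the paper's number is 29,531. In the liver, however, 392,433 CON and 456,756 RES edges were left, still far above the paper's. The DC pairs moved away from the paper's numbers in each tissue, to 346,024, 4,516 and 20,361, against 319,359, 3,734 and 19,784 with the main filter. Of 70 values compared, 10 differed by the criteria used.

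The paper names *ZNF207* in the cerebrum and *ZNF175* in the liver among the TFs with most DC pairs, and *SMAD4* as DK in muscle. These 3 genes were removed here for low dispersion. Without the dispersion filter, *ZNF207* was a hub with 348 DC pairs, *ZNF175* had 7 and was not a hub over all DC pairs, but was one among those with a DEG or key TF, and *SMAD4* was DK. The paper names *HSF1* and *HSF2* among the hubs of the liver, where they had 3 and 5 DC pairs here. Over pairs with a DEG or key TF, *HSF2* was a hub with 9 pairs under the stricter filter and with 6 without the dispersion filter. The order of *MARVELD1* (139 pairs) and *BCAM* (144) was the reverse of the paper's. The paper gives *HOXA4* the most extreme RIF1 in the liver, where it ranked 84 among 118 listed TFs, and names *FOXA3*, *PPARA* and *SREBF2* as regulators, where neither RIF value passed 1.96 in the liver. It describes *FOXO6* in the text as more connected in RES, where *FOXO6* had 928 edges in CON and 69 in RES here, while its supplementary table lists a loss of connectivity, the direction found here. It gives *HSF2* the greatest connectivity among the TFs of muscle in the tissue-to-tissue network, where *LYL1* had 421 edges and *HSF2* 420. It gives *PAX1* among the TS genes, where its τ was 0.750, and *PAK5* as well, where τ was 0.778. It states that *GATA1*, *HSF2* and *PLEK* shared their first neighbors, where 393 of 446 neighbors were common to the 3. It describes *TGFB1* and *TGFB3* as DC with *NKX2-1*, *ELAVL4* and *SLC17A6* in the cerebrum, and the adjusted p of the exact test of the difference was above 0.05 for the pairs with *ELAVL4* (0.239 and 0.236) and *SLC17A6* (0.491 and 0.0612). In the liver, the paper describes *MEF2D* as positively correlated with *TGFB1* and *HDAC8*, and r in RES was 0.962 and 0.951 here. It does not describe these pairs as DC, and the adjusted p of the exact test of the difference was 0.136 and 0.0737. The lowest R-squared of a scale-free fit was 0.499, in the liver of RES, and the highest 0.980, in the cerebrum of CON, a wider range than the paper states. The paper classes the pairs of *ZNF131* with DEGs as inverse between the diets, where all 9 such pairs had opposite signs of r but were not correlated in CON by the classes of the method, and negative in RES. It describes the troponin and myosin genes as negatively regulated in RES, in a passage on negative correlations with TFs. All 20 tested here were negatively correlated with *ZBTB33* and *ZNF131* in RES, as that passage would have it. Their estimated expression, another measure, was higher in RES for all but 1 of the 20, none with an adjusted p under 0.05 in edgeR's test.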

Other observations

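The tests of the tissue means in the tissue-to-tissue network, of an exchange of the diet groups in the liver and of muscle fibre content were chosen only after the result was seen, and the comparisons with other splits of the fetuses were not.

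The results of fits across many genes were compared with other splits of the 14 fetuses into groups of 7, the diets included as 1 of 100 splits. The diets gave 0 genes with an adjusted p under 0.05, so that 100 of the 100 splits in each tissue had to give at least as many, which tells nothing about the diets. Any such gene was found in 1 split of the cerebrum, 3 of the liver (at most 4,654 genes) and 2 of muscle (at most 103). As many genes with an unadjusted p under 0.05 as the diets gave were found in 73 splits in the cerebrum, 5 in the liver and 15 in muscle. For the diet by tissue interaction, the diets also gave 0, which fixed the 25 of the 25 splits with at least as many, and 14 gave as many with an unadjusted p under 0.05.

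As many DC pairs as between the diets were found in 22 of the 100 splits in the cerebrum, 17 in the liver and 17 in muscle. The drawn splits had a median of 113,772 DC pairs in the cerebrum (lowest 1,102, highest 1,402,390), 218 in the liver (14 to 96,535) and 3,488 in muscle (416 to 84,196). The numbers of DC pairs between the diets could therefore be those of a grouping unrelated to diet. A ratio of the larger to the smaller network as high as between the diets was found in 64 splits in the cerebrum, 81 in the liver and 33 in muscle, with a median over the drawn splits of 2.72, 1.55 and 1.23. An odds ratio of ribosomal protein genes as high as that of the diets was found in 25 of the 100 splits. The gain of edges in RES and the odds ratio of ribosomal protein genes, which was raised by the selection of genes with a symbol, could likewise arise from other groupings of these fetuses.

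The number of DK genes was as high in 24 splits in the cerebrum, 48 in the liver and 4 in muscle. The number of listed TFs past 1.96 was as high in 1 of the 100 splits in the cerebrum, 1 in the liver and 1 in muscle, which is the split by diet. The drawn splits gave at most 36, 44 and 68 such TFs. The listed TFs, DEGs and their DK status were chosen by the paper under the split by diet on the same data, so these last counts, and that of DK genes in muscle, cannot tell a diet effect from this choice.

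With the mean of each tissue taken out of the values, 731 of the 104,843 edges of the tissue-to-tissue network were left, so that most of its edges may stem from differences between the means of the tissues.

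The RIF values of the liver were set against the paper's. Over the 118 listed TFs, Spearman's rho across TFs was -0.281 for RIF1 and -0.933 for RIF2, against 0.955 and 0.996 in the cerebrum and 0.993 and 0.997 in muscle. An exchange of the diet groups in one of the calculations could give a rho with the opposite sign. Exchanging the groups turns the sign of both RIF values by their formulas, so that the rho of 0.281 for RIF1 and 0.933 for RIF2 with the groups exchanged was fixed in advance and cannot tell whether an exchange took place.

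Of the 26 muscle pairs that the paper names and that were tested, 21 had a difference in Fisher z past 1.96 standard errors. Once the score of muscle fibre marker genes was taken out of the values, 4 did. The differences between diets in these pairs may depend on how much muscle fibre RNA each library held. The fibre genes may themselves respond to the named TFs, so that fibre content cannot be told apart from regulation here. The score was 7.20 ± 0.46 (SD, n = 7) in CON and 7.22 ± 1.18 (SD, n = 7) in RES.

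Of 36 exact permutation tests of marker scores and shares between diets, two-sided and not adjusted, 3 had a p under 0.05. By the exact test, these were the meninges score in the cerebrum (p = 0.0268, mean 0.13 in CON and 1.21 in RES), the meninges score in the liver (p = 0.0443, 1.499 and 2.30), and the ventral forebrain score in muscle (p = 0.00932, -0.67 and -1.08). The meninges score rests on 2 genes.

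The supplementary tables list the same number of sequenced reads for each animal in muscle as in the liver, in 14 of 14 animals, and 2 muscle libraries have more aligned than sequenced reads there.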
